# A limbic circuit selectively links active escape to food suppression

**DOI:** 10.7554/eLife.58894

**Published:** 2020-09-07

**Authors:** Estefania P Azevedo, Bowen Tan, Lisa E Pomeranz, Violet Ivan, Robert Fetcho, Marc Schneeberger, Katherine R Doerig, Conor Liston, Jeffrey M Friedman, Sarah A Stern

**Keywords:** stress, feeding, anorexia, lateral septum, neurotensin, Mouse

## Abstract

Stress has pleiotropic physiologic effects, but the neural circuits linking stress to these responses are not well understood. Here, we describe a novel population of lateral septum neurons expressing neurotensin (LS^Nts^) in mice that are selectively tuned to specific types of stress. LS^Nts^ neurons increase their activity during active escape, responding to stress when flight is a viable option, but not when associated with freezing or immobility. Chemogenetic activation of LS^Nts^ neurons decreases food intake and body weight, without altering locomotion and anxiety. LS^Nts^ neurons co-express several molecules including Glp1r (glucagon-like peptide one receptor) and manipulations of Glp1r signaling in the LS recapitulates the behavioral effects of LS^Nts^ activation. Activation of LS^Nts^ terminals in the lateral hypothalamus (LH) also decreases food intake. These results show that LS^Nts^ neurons are selectively tuned to active escape stress and can reduce food consumption via effects on hypothalamic pathways.

## Introduction

A key function of the central nervous system (CNS) is to sense external conditions and orchestrate an appropriate behavioral response (McEwen and Akil, 2020). The detection of stressful conditions, in particular, is of critical importance as it enables animals to remove themselves from dangerous situations while suppressing competing (maladaptive) behaviors. Responses to stress can differ and can be characterized as either active coping (e.g. fight or flight) or passive coping (e.g. freezing, immobility). These responses are also associated with other adaptive behavioral effects including reduced feeding until the period of danger has passed, and these stereotyped feeding responses are conserved across organisms ranging from flies to mice and humans (Yau and Potenza, 2013; Surendran et al., 2017). Although an association between stress and reduced food intake is well established, the specific neural circuits that are activated by active versus passive coping strategies and reduced food intake have not been delineated.

We, therefore, set out to map neural circuits that are activated by stress and regulate feeding by identifying the neuronal cell types that are activated after immobilization (i.e. acute restraint) using a well-established behavioral paradigm that leads to a robust decrease in food intake for up to 48 hr (Donohoe, 1984; Shimizu et al., 1989). Previous studies have shown increased expression of c-fos, an early immediate gene, in many areas of the brain following acute stress, including regions of the limbic system (e.g. lateral septum; Sheehan et al., 2004; Aloisi et al., 1997; Figueiredo et al., 2002; Sood et al., 2018). Despite this finding, neither the cell-type specificity and the activation dynamics of stress-responsive neurons in the limbic system have been determined nor the mechanisms by which these neurons regulate homeostatic behaviors, such as feeding.

In this study, we used an unbiased transcriptomic approach (Knight et al., 2012) to map and identify neurons in the limbic system that are activated during stressful situations. Our studies revealed that neurons in the lateral septum that express neurotensin (LS^Nts^ neurons) are acutely activated by restraint stress. In vivo calcium recordings from LS^Nts^ neurons show that these neurons selectively respond to stressful situations when escape is a viable option, indicating that these neurons are selectively tuned to active coping. Acute or chronic chemogenetic activation of these neurons leads to significant reductions in food intake and body weight, without an effect on locomotion and anxiety-like behaviors. Molecular profiling of LS^Nts^ neurons revealed co-expression of glucagon-like-peptide one receptor (*Glp1r*) and accordingly, activation of LS^Glp1r^ neurons also led to a decrease in feeding. Finally, we mapped the projections of the LS^Nts^ neurons and found that optogenetic activation of LS^Nts^ projections to the lateral hypothalamus also reduces feeding in mice. Overall, our data define a limbic circuit selectively tuned to active escape stress and that, once activated, can reduce food intake via projections to the lateral hypothalamus, a well-established feeding center.

## Results

### Identification of a limbic population activated by stress

To identify specific neuronal populations that respond to acute stress, we subjected wild-type C57Bl/6J mice to restraint stress using a flexible, plastic decapicone for immobilization. After 1 hr, we mapped the expression pattern of c-fos in the whole mouse brain and found increased numbers of c-fos+ cells in several regions of the brain such as the basolateral amygdala (BLA), bed nucleus of the stria terminalis (BNST), cortex (insular cortex [IC]), lateral septum (LS; Figure 1A), and elsewhere (Supplementary file 1). Consistent with previous studies (Kubo et al., 2002), acute restraint stress led to a marked increase in the number of c-fos+ cells in the LS compared to controls (Figure 1—figure supplement 1A, Unpaired Student’s t-test, *p<0.05). The LS is part of the anterior limbic system and is known to regulate several emotional behaviors, particularly stress, anxiety, and aggression (Kubo et al., 2002; Anthony et al., 2014; Wong et al., 2016). In addition, a previous study from our group and another have shown that optogenetic activation of neurons in the LS has a negative effect on feeding (Azevedo et al., 2019; Sweeney and Yang, 2016), raising the possibility that specific neurons in this region might link restraint stress to a non-homeostatic reduction in food intake.

**Figure 1.**
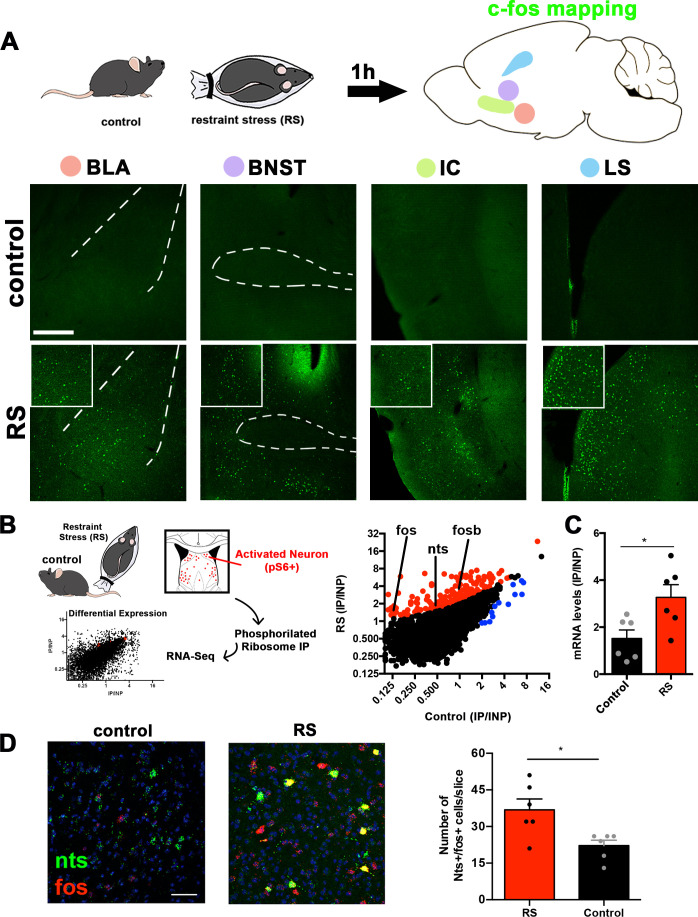
Identification of lateral septum neurons activated by acute restraint stress. (**A**) Activity mapping of the whole brain using c-fos staining in control (naïve) and restraint-stressed (RS) mice. Areas with the highest c-fos expression (green) difference are shown: the basolateral amygdala (BLA), bed nucleus of the stria terminals (BNST), insular cortex (IC), and lateral septum (LS). Insets show a 2× digital zoom of c-fos expression. Scale bars, 50 μm. (**B**) Activity-based transcriptomics (PhosphoTrap) of the lateral septum of control (naïve) and restraint-stressed mice. Middle panel, plot depicting the average IP/INP value (log2) of all genes analyzed in control and restraint stress (RS) samples. Enriched genes (>2-fold; red) and depleted genes (<2-fold; blue) are shown, and activation or target gene markers are shown: *Nts* (neurotensin), *Fos*, and osb (n = 2). All genes depicted have q-values <0.05 as calculated by Cufflinks. (**C**) mRNA levels of *Nts* evaluated using Taqman qPCR in control and restraint stress (RS) samples: control (black bars) and RS (red bars) are compared (n = 6). Unpaired Student’s t-test, *p<0.05, t = 2.692, df = 10. Data are represented as mean ± SEM. (**D**) In situ hybridization showing the expression of *Nts* (green) and *Fos* (red) mRNA in males exposed to acute restraint stress (RS) or naïve (control). Quantification of the number of *Nts+/Fos+* cells per slice/mice are shown, n = 6, Unpaired Student’s t-test, *p<0.05, t = 2.962, df = 10. Scale bar, 25 μm. Data are represented as mean ± SEM.

**Figure 1—figure supplement 1.**
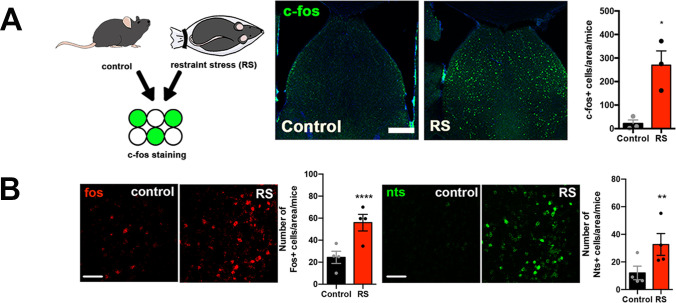
LS^NTS^ neurons are activated by acute restraint stress. (**A**) Representative images of c-fos (green) in the lateral septum of control and restraint stress (RS) mice. Right, quantification of c-fos+ cells in control (black) and RS (red) mice. n = 4, Unpaired Student’s t-test, *p<0.05, t = 3.964, df = 4. Scale bars, 50 um. (**B**) Representative images of in situ hybridization experiments measuring the levels of *Fos* (red) and *Nts* (green) in the lateral septum of control and restraint stress (RS) male mice. Left, quantification of *Fos+* cells in control (black) and RS (red) male mice, n = 4, Nested t-test, ****p<0.0001, t = 5.175, df = 34. Right, quantification of *Nts+* cells in control (black) and RS (red) male mice, n = 4, Nested t-test, **p<0.01, t = 3.476, df = 34. Scale bars, 50 um.

Next, we set out to determine the molecular identity of the neurons in the LS that are activated by acute restraint stress using PhosphoTrap, an unbiased transcriptomic method to molecularly profile activated neurons (Knight et al., 2012). This method takes advantage of the fact that neuronal activation results in a cascade of signaling events culminating in the phosphorylation of the ribosomal protein S6 (pS6). These phosphorylated ribosomes can be immunoprecipitated from mouse brain homogenates, thereby enriching the sample for RNAs selectively expressed in the activated neuronal population (Figure 1B, left panel). After polysome immunoprecipitation, RNA extraction, and sequencing, RNAs enriched relative to total RNA have been shown to mark activated neurons (Knight et al., 2012; Azevedo et al., 2019; Stern et al., 2019). We applied this method to identify markers for neurons in the lateral septum that are activated after acute restraint stress relative to control naïve mice (Figure 1B). The enrichment for each gene was calculated as the number of reads in the immunoprecipitated RNA (IP) relative to the total input RNA (IP/INP; Figure 1B). As expected based on data from immediate-early gene mapping, we found enrichment for activity-related genes (*Fosb* and *Fos,* Figure 1B, middle panel) in the samples from mice exposed to acute restraint stress (see Figure 1A, LS and Figure 1—figure supplement 1A). Next, we analyzed the data to identify other genes that were significantly enriched (>2-fold or greater with a q-value <0.05) in the samples from mice exposed to acute restraint stress (RS) compared to control mice (q-value <0.05, Figure 1B and Supplementary file 2). We found enrichment for several markers, including the gene for the neuropeptide neurotensin (*Nts*, a 2.41-fold increase compared to control samples; Schroeder et al., 2019). We confirmed the enrichment using qPCR and found a 3.6-fold enrichment in neurotensin mRNA in the samples from the lateral septum of mice exposed to acute restraint stress compared to samples from control mice (Figure 1C, Unpaired Student’s t-test, p<0.05).

We further confirmed the activation of *Nts*-expressing neurons by acute restraint stress by analyzing the colocalization of *Nts* and *Fos* mRNA expression in the LS using in situ hybridization (Figure 1D). We found significant colocalization of *Fos* and *Nts* in the LS after mice were subjected to restraint stress compared to controls (~37 cells in stressed mice vs. 22 cells in non-stressed control mice; Unpaired Student’s t-test, p<0.05, Figure 1D). We also found that the increased colocalization between *Fos* and *Nts* in stressed mice was due to both an increase in the levels of *Fos* in *Nts* neurons and a concomitant induction of *Nts* mRNA during stress (Figure 1—figure supplement 1B). These results suggest that the activity of Nts neurons as well as the expression of the *Nts* gene in the LS is regulated by acute restraint stress.

### LS^Nts^ neurons regulate food intake and body weight

In humans and rodents, the sensory cues conveying the perception of danger during stressful events have lasting behavioral consequences. We thus assayed food intake after 1 hr of acute restraint stress and observed a highly significant decrease in consumption for the ensuing 2 hrs (Figure 2A, Two-way ANOVA with Bonferroni post-hoc, *p<0.05, ***p<0.001). Because we observed activation of Nts neurons following restraint stress, we next assessed the functional consequences of activating LS^Nts^ neurons on food intake and other behaviors. We injected an AAV encoding a Cre-dependent excitatory DREADD (Designer Receptor Exclusively Activated by Designer Drugs [Armbruster et al., 2007]) into the LS of Nts-Cre mice. As expected, injection of clozapine-N-oxide (CNO) into these mice increased c-fos expression in the LS (Figure 2—figure supplement 1A, Unpaired Student’s t-test, p<0.01) and significantly decreased food intake compared to mice treated with CNO after injection of a control Cre-dependent mCherry AAV into Nts-cre mice (Figure 2B, red bars vs. black bars, Two-way ANOVA with Bonferroni post-hoc, ***p<0.001) as well as compared with saline-injected mice expressing the DREADD construct (Figure 2—figure supplement 1B). This robust decrease in food intake was evident after 1 hr and persisted for 4, 8, and 24 hr after a single CNO injection (Figure 2—figure supplement 1C). Chronic stimulation of *Nts* neurons for 3 d in the LS also significantly decreased food intake (Figure 2C, Two-way ANOVA with Bonferroni post-hoc, **p<0.01, ****p<0.0001) and significantly reduced body weight relative to the aforementioned controls (Figure 2D, Unpaired Student’s t-test, p<0.05).

**Figure 2.**
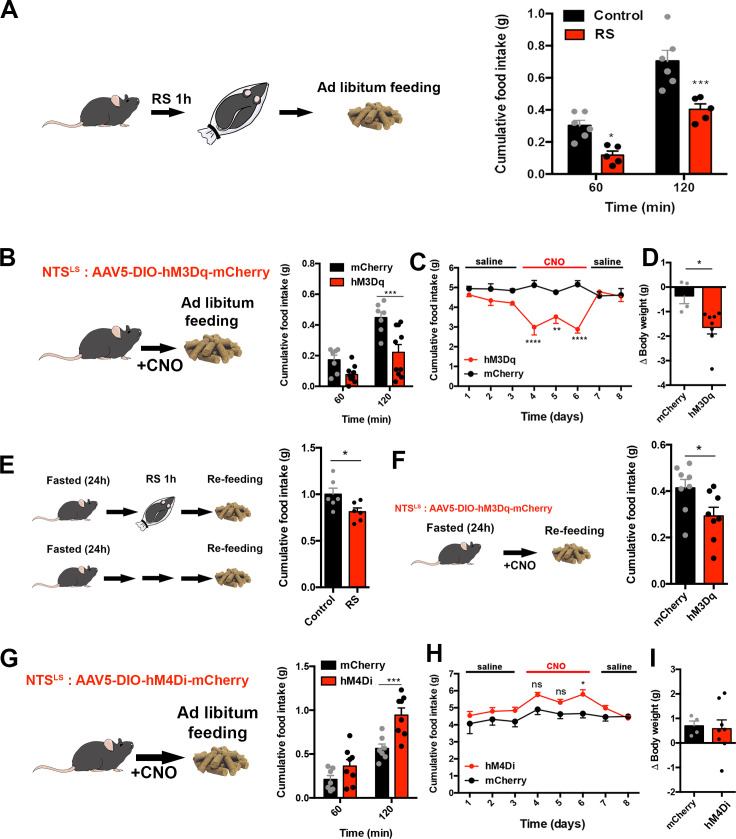
LS^Nts^ neurons regulate food intake and body weight in mice. (**A**) Left panel, experimental scheme. Right panel, food intake, measured in grams (g), in control (black) and RS (red) mice after 60 and 120 min following RS. n = 5(RS), n = 6(control), Two-way ANOVA with post-hoc Bonferroni correction, Time: F(1,9)=175.9, p<0.0001; Subject: F(1,9)=16.86, p=0.003; Interaction: F(1,9)=4.975, p=0.0527. (**B**) Left panel, experimental scheme. Nts-cre mice were injected with an AAV encoding the hM3Dq activatory DREADD receptor in the LS. Middle panel, cumulative food intake, measured in grams (g) of control mCherry (black) and hM3Dq (red) expressing Nts-cre mice after 60 and 120 min following CNO injection. n = 7(mCherry), n = 10(hM3Dq), Two-way ANOVA with post-hoc Bonferroni correction, Time: F(1,15)=55.46, p<0.0001; Subject: F(1,15)=12.84, p=0.0027; Interaction: F(1,15)=5.45, p=0.034. (**C**) Daily food intake, measured in grams (g) daily during injections of saline (days 1–3, 7–8) or CNO (days 4–6) in control mCherry (black) or hM3Dq (red) expressing Nts-cre mice. n = 8; Two-way ANOVA with post-hoc Bonferroni correction, Time: F(7,72)=2.871, p=0.01; Subject: F(1,72)=46.92, p<0.0001; Interaction: F(7,72)=6.48, p<0.0001. (**D**) Body weight (delta), measured in grams (g) after 3 d of daily CNO injections in control mCherry (black) or hM3Dq (red) expressing Nts-cre mice. n = 8; Unpaired Student’s t-test, *p<0.05, t = 2.903, df = 10. (**E**) Left panel, experimental scheme. Right panel, cumulative food intake, measured in grams (g), in control naïve mice (control, black) or mice that underwent restraint stress (RS, red), measured 2 hr after re-feeding after an overnight fast, n = 6. Unpaired Student's t-test: T(10)=2.427, p=0.0356. (**F**) Left panel, experimental scheme. Right panel, cumulative food intake, measured in grams (g), in control mCherry (black) or hM3Dq (red) expressing Nts-cre mice, measured 2 hr following re-feeding after an overnight fast, n = 8, Paired Student’s t-test, *p<0.05, t = 3.171, df = 7. (**G**) Left panel, experimental scheme. Right panel, cumulative food intake, measured in grams (g), in control mCherry (black) and hM4Di (red) expressing Nts-cre mice after 60 and 120 min following saline injection. n = 7(mCherry), n = 8(hM4Di). Two-way ANOVA with post-hoc Bonferroni correction, Time: F(1,19)=415.8, p<0.0001; Subject: F(1,13)=1.042, p=0.326; Interaction: F(4,52)=2.839, p=0.0333. (**H**) Daily food intake, measured in grams (g) after daily injections of saline (days 1–3, 7–8) or CNO (days 4–6) in control mCherry (black) or hM4Di (red) expressing Nts-cre mice. n = 7; Two-way ANOVA with post-hoc Bonferroni correction, Time: F(7,96)=3.949, p=0.0008; Subject: F(1,96)=18.95, p<0.0001; Interaction: F(7,96)=0.876, p=0.5285. (**I**) Body weight (delta), measured in grams (g) after 3 d of daily CNO injections in control mCherry (black) or hM4Di (red) expressing Nts-cre mice. n = 8; Unpaired Student’s t-test, p=0.83, t = 0.2168, df = 10. Data are represented as mean ± SEM.

**Figure 2—figure supplement 1.**
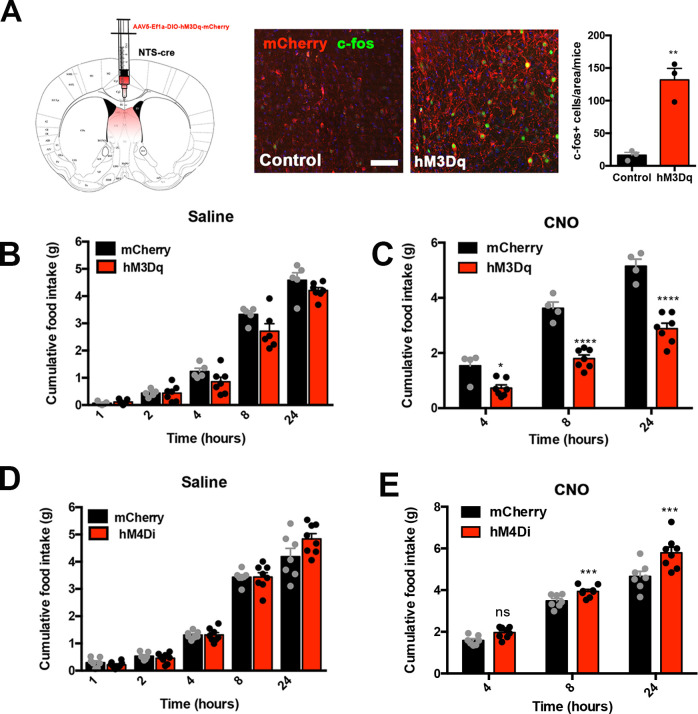
LS^Nts^ neurons regulate feeding. (**A**) Representative images of viral injection strategy and viral expression (mCherry, red) and c-fos (green) in control virus (left) and hM3Dq (right) injected mice following CNO injection. Right, quantification of c-fos+ cells in mCherry control (black) and hM3Dq (red) expressing mice. n=3, Unpaired Students’ t-test, p=0.003, t(4)=6.418. Scale bar, 25 um. (**B**) Food intake, measured in grams (g), in control mCherry (black) and hM3Dq (red) expressing Nts-cre mice 1 hour (h), 2h, 4h, 8h and 24h following saline injection. n=5(mCherry, n=5(hM3Dq). Mixed-model ANOVA with post-hoc Bonferroni correction (Time: F(2.33,22.72)=298.8, p<0.0001; Subject: F(1,10)=6.203, p=0.032; Interaction: F(4,39)=1.727, p=0.1637). (**C**) Food intake, measured in grams (g), in control mCherry (black) and hM3Dq (red) expressing Nts-cre mice 4 hour (h), 8h and 24h following CNO injection. n=7(mCherry), n=10(hM3Dq). Two-way ANOVA with post-hoc Bonferroni correction (Time: F(2,18)=184.5, p<0.0001; Subject: F(1,9)=60.03, p<0.0001; Interaction: F(2,18)=12.38, p=0.0004).(**D**) Food intake, measured in grams (g), in control mCherry (black) and hM4Di (red) expressing Nts-cre mice 1 hour (h), 2h, 4h, 8h and 24h following saline injection. n=7(mCherry), n=8(hM4Di). Two-way ANOVA with post-hoc Bonferroni correction (Time: F(1,19)=415.8, p<0.0001; Subject: F(1,13)=1.042, p=0.326; Interaction: F(4,52)=2.839, p=0.0333). (**E**) Food intake, measured in grams (g), in control mCherry (black) and hM4Di (red) expressing Nts-cre mice 4 hours (h), 8h and 24h following CNO injection. n=7(mCherry), n=8(hM3Dq). Two-way ANOVA with post-hoc Bonferroni correction (Time: F(2,18)=184.5, p<0.0001; Subject: F(9,18)=2.945, p=0.0245; Interaction: F(2,18)=12.38, p=0.004).

**Figure 2—figure supplement 2.**
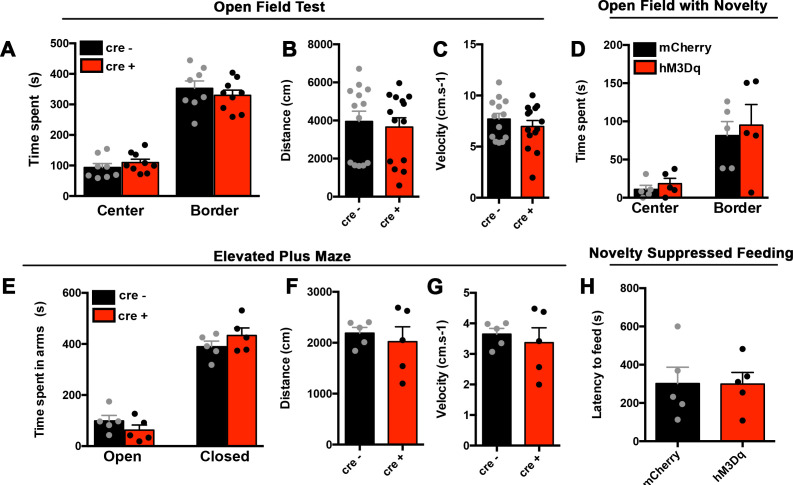
LS^Nts^ neurons do not regulate anxiety-like behaviors. (**A**) Time, measured in seconds (s), spent in the center and border of an open field in control mCherry (black) and hM3Dq (red) expressing Nts-cre mice. n = 8(mCherry), n = 9(hM3Dq). Two-way ANOVA with post-hoc Bonferroni correction, Subject: F(1,15)=0.071, p=0.794; Arena: F(1,15)=135.8, p<0.0001; Interaction: F(1.15) = 0.9093, p=0.355. (**B**) Distance, measured in centimeters (cm), traveled in the open field, in control mCherry (black) and hM3Dq (red) expressing Nts-cre mice. n = 13(mCherry), n = 14(hM3Dq), Unpaired Student's t-test, t(25)=0.403, p=0.69. (**C**) Velocity, measured as the cm per s (cm.s^−1^), in the open field, in control mCherry (black) and hM3Dq (red) expressing Nts-cre mice. n = 13(mCherry), n = 14(hM3Dq), Unpaired Student's t-test, t(25)=0.915, p=0.369. (**D**) Time, measured in seconds (s), spent in the center and border of an open field with novelty in control mCherry (black) and hM3Dq (red) expressing Nts-cre mice, n = 5. Two-way ANOVA with post-hoc Bonferroni correction, Subject: F(1,8)=0.358, p=0.566; Arena: F(1,8)=21.54, p=0.0017; Interaction: F(1,8)=0.039, p=0.847. (**E**) Time, measured in seconds (s), spent in the open and closed arms of an elevated plus maze in control mCherry (black) and hM3Dq (red) expressing Nts-cre mice, n = 5. Two-way ANOVA with post-hoc Bonferroni correction, Arm: F(1,8)=111.2, p<0.0001; Subject: F(1,8)=0.137, p=0.72; Interaction: F(1,8)=1.641, p=0.236. (**F**) Distance, measured in centimeters (cm), traveled in the elevated plus maze, in control mCherry (black) and hM3Dq (red) expressing Nts-cre mice, n = 5, Unpaired Student's t-test, t(8)=0.5347, p=0.6074. (**G**) Velocity, measured as the cm per s (cm.s^−1^), in the elevated plus maze, in control mCherry (black) and hM3Dq (red) expressing Nts-cre mice, n = 5, Unpaired Student's t-test, t(8)=0.533, p=0.608. (**H**) Latency to feed, measured in seconds (s), in a novelty suppressed feeding task, in control mCherry (black) and hM3Dq (red) expressing Nts-cre mice. n = 5, Unpaired Student's t-test, t(8)=0.027, p=0.979. Data are represented as mean ± SEM.

Next, we tested whether acute restraint stress could override homeostatic feeding in animals that were provided with food after an overnight fast. We found that fasted mice that had also been exposed to acute restraint stress for 1 hr consumed significantly less food during refeeding than controls (Figure 2E, Unpaired Student’s t-test, *p<0.05), indicating that acute stress can override the hyperphagia that follows an overnight fast. Consistent with this, chemogenetic activation of LS^Nts^ neurons in mice also suppressed food intake in mice that were refed after that an overnight fast (Figure 2F, Unpaired Student’s t-test, *p<0.05).

To investigate whether inactivation of LS^Nts^ neurons could have an opposite effect on food intake and stimulate consumption, we injected Cre-dependent AAV expressing the inhibitory hM4Di receptor or a control AAV expressing mCherry into the LS of Nts-cre mice. Acute inhibition of LS^Nts^ neurons led to an increase in food intake after CNO injection compared to mCherry controls in the first 2 hr (Figure 2G, Two-way ANOVA with Bonferroni post-hoc, ***p<0.001) and at 8 and 24 hr (Figure 2—figure supplement 1D). As expected, food intake was unchanged after saline-injection into mice expressing the inhibitory DREADD (Figure 2—figure supplement 1E). Chronic inhibition of Nts neurons in the LS for 3 d produced an increase in food intake that was significant on the 3rd day (Figure 2H, Two-way ANOVA with Bonferroni post-hoc, *p<0.05) but did not increase body weight (Figure 2I, Unpaired Student’s t-test, p=0.83). These results show that LS^Nts^ neurons negatively regulate food intake in mice.

Interestingly, LS^Nts^ chemogenetic activation did not alter other behaviors often associated with stressful conditions. This was evaluated by assaying open field thigmotaxis, general locomotion (Figure 2—figure supplement 2A–C), neophobia or anxiety-related behaviors when animals were in an open-field with novelty (Figure 2—figure supplement 2D), in an elevated plus maze (Figure 2—figure supplement 2E–G), or during novelty-suppressed feeding (Figure 2—figure supplement 2H). Activation of LS^Nts^ neurons failed to elicit an effect on any of these other behaviors. In aggregate, these data show LS^Nts^ neurons are activated by restraint stress and reduce food intake, but do not play a discernible role in anxiogenic behaviors.

### Molecular profiling of LS^Nts^ neurons reveal the expression of a diversity of molecules and receptors

The majority of the neurons in the LS are GABAergic and a number of neuropeptides and specific receptors are expressed in this region in addition to neurotensin (Lein et al., 2007). In order to identify possible signals that regulate LS^Nts^ neurons, we molecularly profiled LS^Nts^ neurons by injecting a Cre-dependent adeno-associated virus expressing a GFP-tagged ribosomal protein (AAV-Introvert-EGFPL10a) into the LS of Nts-Cre mice (Nectow et al., 2017). 

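Viral-TRAP reads the RNA held by ribosomes of 1 cell type. A GFP-tagged copy of the ribosomal protein L10a is made only in cells with Cre recombinase. An antibody against GFP pulls down the tagged ribosomes with the mRNA on them. The RNA of this fraction (IP) is compared with the RNA of the whole dissected tissue (Input). RNA made mainly by the tagged cells should then be higher in IP and RNA made mainly by other cells lower. Because Input was not selected for ribosomes, the ratio can also differ with how far an RNA is held by them. The files analysed hold 3 IP libraries and 3 Input libraries from the lateral septum of Nts-Cre mice. According to the methods, the mice formed 3 groups of 4 to 6 whose tissue was pooled, and the tissue was taken 3 or 4 weeks after the virus was injected. Part of the RNA was kept before the immunoprecipitation as Input, so each number marks 1 pool of mice. The cDNA was amplified with a SMARTer Ultralow kit.

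For each library the authors deposited 1 signal value per gene, a read count divided by the factors of DESeq2 and not logged. The submitters' processing notes name STAR, DESeq2 and the genome build mm10, whereas the methods name TopHat and Cufflinks for the enrichment table, and versions are not given in the sources used here. The values of a library added up to 17045561, 17129150 and 16828024 for Input replicates 1 to 3 and to 24958423, 22781827 and 23570585 for IP replicates 1 to 3. From the value that 1 read is worth in each library, this stands for about 9320000 to 9810000 reads per Input library (median 9780000) and 9890000 to 11000000 per IP library (median 10600000). Whole reads could not be recovered for nearly all genes, because the worth of 1 read also varied by gene, so no count model was used. The values were tested on the log2(value + 1) scale with limma, which understates the change of genes with low values. A gene was tested if it reached a value of 10 in at least 3 libraries, which left 14859 of the 24946 named genes. It was called enriched or depleted at an adjusted p under 0.05 and a change of more than 2-fold. Across the tested genes, the correlation of log2 values was 0.978 to 0.981 between Input libraries, 0.967 to 0.969 between IP libraries and 0.890 to 0.928 between IP and Input libraries, with genes not being independent replicates. No library repeated another: replicates differed by 6.75 to 16.6 times the squared difference that sampling of reads alone would give.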

Polysomes were immunoprecipitated with an anti-GFP antibody to profile LS^Nts^ neurons using viral-based translating ribosome affinity purification followed by RNA-seq (viral -TRAP; Figure 3A). 

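IP and Input differed widely: 1876 of 14859 tested genes (12.6%) were enriched in IP and 2556 (17.2%) were depleted. Among 16 genes that neurons of many kinds express, 11 were higher in IP and 3 were lower, also when adjusted over the list alone, and the median log2 fold change was 0.53. Gap43, a growth cone protein, had a log2 fold change of 1.59 (standard error 0.10) and Stmn2, a microtubule regulator of growing axons, one of 1.32 (standard error 0.11). Snap25, a protein of synaptic vesicle release, went from 73777 ± 8175 normalized counts in Input to 114210.1 ± 3784 in IP (SD, n = 3 pools each), a call that was lost under scaling to library size (log2 fold change 0.15) or on the pan-neuronal genes (0.11) and with a transcript length offset (0.23). Map2, a dendritic microtubule protein, went the other way with a log2 fold change of -1.13 (standard error 0.10).

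As a set, the 16 genes lay above the other tested genes by limma's camera test (adjusted p = 0.0276, but adjusted p = 0.517 with an estimated correlation between genes), and their median was 0.04 under scaling to library size. The median of all tested genes fell there too, from -0.06 to -0.54. Camera compares the set with the other tested genes, so the fall to 0.04 does not explain a changed call. With an estimated correlation, camera also rests on the few residual degrees of freedom of the 6 libraries, and no list passed then. The set no longer passed under scaling to library size or on these genes themselves, with a value of 10 required in each library or without pool 3. Without the limit on fold, 4671 genes were higher in IP and 4787 were lower at an adjusted p under 0.05 from limma. The median log2 fold change of all tested genes was -0.06 under the authors' scaling, and enriched genes made up 42.3% of the genes called. This split depended on the scaling between libraries. With library size in its place, the median was -0.54 with 672 genes enriched and 4613 depleted (12.7% enriched). With a scaling on the pan-neuronal genes the median was -0.59 with 613 enriched and 4848 depleted (11.2%). An offset for transcript length left 758 enriched genes, of which 515 were among the 1876.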

The enrichment for each gene was calculated as the number of reads in the immunoprecipitated RNA (IP) relative to the total input RNA (IP/INP; Figure 3B). 

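Nts itself, the gene whose promoter drives Cre in these mice, rose in IP: it had 147 ± 65 normalized counts in Input and 2460.0 ± 802 in IP (SD, n = 3 pools each), a log2 fold change of 4.12 (standard error 0.29, adjusted p = 1.6e-07 from limma). Mc3r, a receptor for melanocortin peptides, had 61.7 ± 6.88 normalized counts in Input and 531 ± 84.4 in IP (SD, n = 3 pools each), a log2 fold change of 3.08 (standard error 0.19, adjusted p = 5.9e-08 from limma). Sst, the precursor of somatostatin, had 2499 ± 333 normalized counts in Input and 13769.6 ± 1878 in IP (SD, n = 3 pools each), a log2 fold change of 2.46 (standard error 0.12, adjusted p = 1.9e-08 from limma). Cartpt, the precursor of the CART peptides, had 489 ± 22.4 normalized counts in Input and 1988 ± 431 in IP (SD, n = 3 pools each), a log2 fold change of 2.00 (standard error 0.14, adjusted p = 1.7e-07 from limma). Glp1r, the receptor for glucagon-like peptide 1, had 89 ± 17.7 normalized counts in Input and 271 ± 59.3 in IP (SD, n = 3 pools each), a log2 fold change of 1.59 (standard error 0.22, adjusted p = 4.8e-05 from limma).

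In mm10 coordinates, Nts lies on chromosome 10 from 102481756 to 102490486, Mc3r on chromosome 2 from 172248492 to 172251114, Sst on chromosome 16 from 23889573 to 23890958, Cartpt on chromosome 13 from 99898489 to 99901091 and Glp1r on chromosome 17 from 30901817 to 30940791, all of them annotated as protein-coding genes. Ranked by log2 fold change among the 14859 genes tested, Nts was number 4, Mc3r number 23, Sst number 80, Cartpt number 205 and Glp1r number 563. No entry for Gfp was found among the deposited gene names. The tag is carried on ribosomal protein L10a, and Rpl10a, on chromosome 17 from 28328471 to 28331033, had 1839 ± 491 normalized counts in Input and 15950.3 ± 3284 in IP (SD, n = 3 pools each), a log2 fold change of 3.13 (standard error 0.17, adjusted p = 3.6e-08 from limma); its reads may come from the viral copy, from the mouse gene or from both. For each of these 6 genes every IP library was above every Input library (exact permutation test, two-sided p = 0.1, the smallest p that 3 libraries against 3 allow). The permutation test exchanges all 6 libraries freely and leaves out their pairing by pool. With the pairing kept, 3 pairs allow no two-sided p under 0.25 in an exact sign-flip test. Among these 6 genes, the log2 ratio of IP to Input spread most between pools for Nts (SD 0.91). Its Input libraries held 80.0, 149.7 and 209.9 normalized counts and its IP libraries held 2251, 3346 and 1783. All 6 genes kept an adjusted p under 0.05 with an offset for transcript length, but the log2 fold changes then were 3.20 for Nts, 2.89 for Mc3r, 1.11 for Sst, 1.08 for Cartpt, 2.00 for Glp1r and 1.89 for Rpl10a. The paper profiled these polysomes to look for signals that could regulate LS Nts neurons, and it takes the ratio of IP to Input as the measure of how far a gene is enriched in them.

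**Figure D1:**
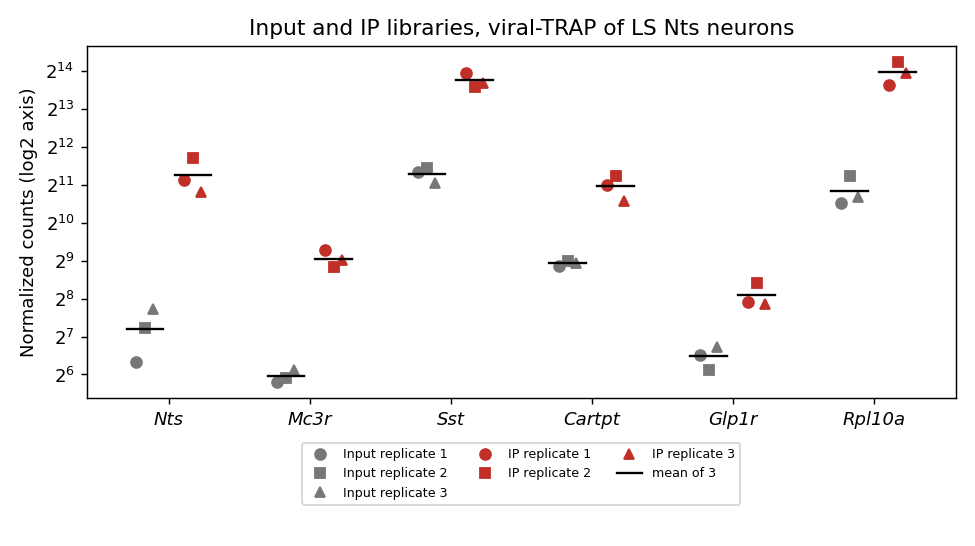
Normalized counts (log2 axis) of the 5 genes and of Rpl10a in each Input library (grey) and IP library (red), with a marker shape for each replicate number and a bar at the mean of 3. For each gene, the 3 IP libraries lie above the 3 Input libraries.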

Several genes were significantly enriched in the immunoprecipitated fraction (IP) including *Gfp*, *Nts*, *Sst*, *Glp1r, Cartpt*, and *Mc3r* (Figure 3B and C, Supplementary file 3). We confirmed the expression of these transcripts using qPCR of the precipitated RNAs (Figure 3C) and in situ hybridization which also showed that ~80% of septal Nts neurons co-express Slc32a1 (*Vgat*), a marker of GABAergic neurons (Figure 3D, Unpaired Student's t-test, **p<0.01). We also verified the co-expression of *Nts* with *Glp1r*, *Sst*, *Cartpt*, and *Mc3r* using in situ hybridization, and confirmed that 70% of LS^Nts^ neurons express Glp1r, 50% express Sst, 40% express Cartpt, and 20% express Mc3r (Figure 3E–I).

**Figure 3.**
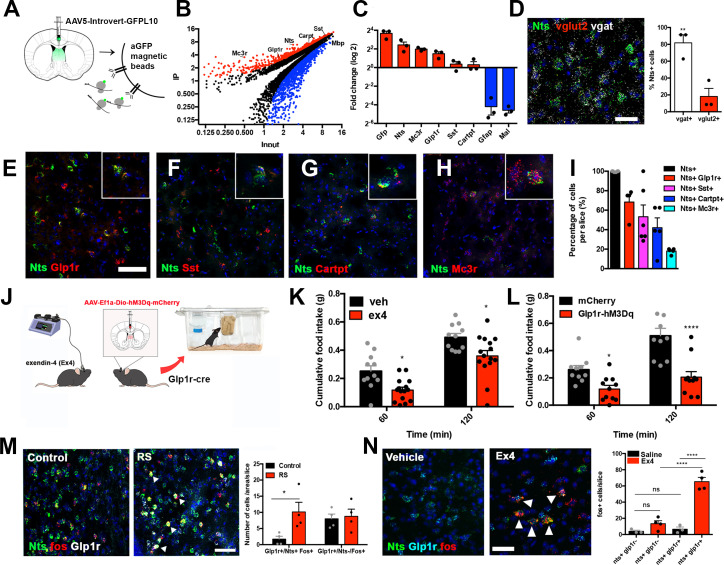
Molecular and functional profiling of LS^Nts^ neurons. (**A**) Experimental scheme of the viralTrap experiment. Nts-cre mice are injected with an AAV expressing cre-dependent GFPL10 (AAV-Introvert--GFPL10) into the LS and then GFP+ polysomes are immunoprecipitated. (**B**) Plot depicting the average IP value and average input values (log2) of all genes analyzed. Enriched genes (>2-fold; red) and depleted genes (<2-fold; blue) are shown (q-value <0.05), and selected markers are shown: *Mc3r*, *Glp1r*, *Nts*, *Sst*, *Cartpt*, and *Mbp* (n = 3). All genes depicted have q-values <0.05 as calculated by Cufflinks. (**C**) Average fold of change (IP/INP Log2) assessed using Taqman qPCR of enriched positive control markers Gfp and Nts, significantly enriched genes *Mc3r*, *Glp1r*, *Sst*, and *Cartpt* (red) and depleted negative control markers *Gfap* and *Mal* (blue) (n = 3 biological replicates). (**D**) Left panel, representative in situ hybridization image of *Nts* (green), *Vglut2* (red), *Vgat* (white), and DAPI (blue). Right panel, quantification of *Nts* cells which express *Vgat* (white) and *Vglut2* (red). n = 3, Unpaired Student's t-test p=0.009; t(4)=4.791. Scale bars, 50 μm. (**E**) Representative in situ hybridization image of *Nts* (green) and *Glp1r* (red). 2× digital zoom is presented in the inset. Scale bars for panels e-h, 50 μm. (**F**) Representative in situ hybridization image of *Nts* (green) and *Sst* (red). Closer magnification is inset. 2× digital zoom is presented in the inset. (**G**) Representative in situ hybridization image of *Nts* (green) and *Cartpt* (red). 2× digital zoom is presented in the inset. (**H**) Representative in situ hybridization image of *Nts* (green) and *Mc3r* (red). 2× digital zoom is presented in the inset. (**I**) Quantification of the percentage of *Nts* cells (black) expressing *Nts/Glp1r* (red), *Sst* (magenta), *Cartpt* (blue), and *Mc3r* (cyan). n = 3(*Nts*), n = 4(*Nts/Glp1r, Nts/Mc3r*), n = 6(*Nts/Sst*), n = 5(*Nts/Cartpt*) (**J**) Left panel, experimental scheme. Wild-type mice are injected with exendin-4 (Ex4) directly into the LS or Glp1r-cre mice with viral expression of hM3Dq activatory DREADD receptors are tested for cumulative food intake. (**K**) Cumulative food intake measured in grams (g) of mice following Vehicle (black) and Ex4 (red) injection in the LS. n = 11(Vehicle), n = 15(Ex4), Two-way ANOVA with post-hoc Bonferroni correction, Time: F(1,24)=100.8, p<0.0001; Treatment: F(1,24)=11.54, p=0.0024; Interaction: F(1,24)=0.002; p=0.963. (**L**) Cumulative food intake measured in grams (g) of control mCherry (black) and hM3Dq (red) expressing Glp1r-cre mice following CNO injection. Two-way ANOVA with post-hoc Bonferroni correction. n = 10(mCherry), n = 11(hM3Dq). Time: F(1,19)=40.67, p<0.0001; Subject: F(1,19)=20.68, p=0.0002; Interaction: F(1,19)=9.407, p=0.0063. (**M**) Representative images of *Nts* (green), *Fos* (red), and *Glp1r* (white) in control and restraint stress (RS) mice. Right, quantification of co-localization between *Nts*, *Fos*, and *Glp1r*+ cells in control (black) and RS (red) mice. n = 4, Two-way ANOVA with post-hoc Bonferroni correction, *p<0.05, Row factor: F(1,12)=1.460, p=0.2502, Column Factor: F(1,12)=5.056, p=0.0441, Interaction: F(1.12) = 3.494, p=0.0862. Scale bars, 50 μm. (**N**) Left, representative in situ hybridization image of *Nts* (green), *Glp1r* (blue), and *Fos* (red) of mice injected with vehicle or the Glp1r agonist Exendin-4 (Ex4). White arrows point to cells co-expressing *Nts*, *Glp1r*, and *Fos*. Right, quantification of *Fos*+ cells expressing *Nts* and/or *Glp1r* in saline (black) or Ex4 (red) injected mice, n = 3(Control), n = 4 (Ex4); Two-way ANOVA with Bonferroni correction, Subject: F(1,10)=71.7, p<0.0001; Treatment: F(1,10)=45.88, p=0.0001; Interaction: F(1,10)=37.58, p<0.0001. Scale bars, 25 μm. Data are represented as mean ± SEM.

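Genes of glial cells fell in IP together: all 14 astrocyte genes, all 13 oligodendrocyte genes and all 12 microglia genes tested were depleted, as were 6 of 7 genes of oligodendrocyte precursors. Mbp, a main protein of the myelin sheath, went from 59959 ± 13643 normalized counts in Input to 6982 ± 1744 in IP (SD, n = 3 pools each), a log2 fold change of -3.11 (standard error 0.18, adjusted p = 4.0e-08 from limma). Genes of GABAergic neurons rose, all 8 of those tested, whereas 7 of 8 genes of glutamatergic neurons fell. Of 12 genes of the lateral septum, 10 were higher and 1 was lower.

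The median log2 fold change was -2.43 for the astrocyte genes, -2.48 for the oligodendrocyte genes, -2.90 for the precursor genes and -2.40 for the microglia genes. By limma's camera test the adjusted p was 4.8e-09, 7.1e-09, 0.00131 and 5.4e-06 for these lists. It was 0.321, 0.321, 0.378 and 0.321 with an estimated correlation between genes. Gfap, the intermediate filament of astrocytes, had a log2 fold change of -2.47 (standard error 0.20), and the water channel gene Aqp4 one of -3.31 (standard error 0.27). Among the oligodendrocyte genes, the myelin gene Mal had a log2 fold change of -3.04 (standard error 0.20). Cx3cr1, the fractalkine receptor of microglia, had a log2 fold change of -3.72 (standard error 0.27). Cspg4, named after its values were seen as the precursor gene that did not pass, had a log2 fold change of 0.59 (standard error 0.30, adjusted p = 0.101 from limma). Mbp lies on chromosome 18 from 82475146 to 82585637 in mm10, Gfap on chromosome 11 from 102887336 to 102900912 and Mal on chromosome 2 from 127633226 to 127656695.

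Of 10 genes of endothelial and mural cells, 6 fell, none was higher and 4 did not pass (median -2.13, adjusted p = 0.0148 from limma's camera, adjusted p = 0.411 with an estimated correlation). The set test missed the threshold under scaling to library size or on the pan-neuronal genes and with a value of 10 required in each library, where the median was -0.80. Slco1a4, an organic anion transporter of brain capillaries, had a log2 fold change of -4.88 (standard error 0.78). Vtn, which encodes vitronectin, did not pass without the replicate number as a block and passed with it (log2 fold change -0.59, adjusted p = 0.0753 from limma without the block and 0.0136 with it). It also passed under scaling to library size, to the upper quartile or on the pan-neuronal genes, with the length offset and in 3 of 9 fits that left out a library or a pool. Of 10 genes of ependyma and choroid plexus, 5 fell and 1, Sostdc1, was higher with a log2 fold change of 1.21 (standard error 0.47). That call of Sostdc1 was lost in 7 of 9 fits that left out a library or a pool, with an adjusted p from limma of up to 0.344, under each of these 3 scalings, with the length offset and with no filter beyond a value of 1. The list had a median of -1.57 and an adjusted p of 0.0729 from camera in limma, or 0.0322 with the replicate number as a block. With an estimated correlation the adjusted p was 0.594. The list also passed with the length offset (median -2.38) and in 2 of 9 fits that left out a library or a pool, and without Input replicate 3 its median was -0.61. The choroid plexus gene Ttr differed between pools more than between fractions: Input libraries 1 to 3 held 22.3, 607 and 12850 normalized counts and IP libraries 16.1, 111 and 1699. Its log2 fold change of -1.94 had an adjusted p of 0.373 from limma without the block and of 3.0e-05 with it, and was 0.31 without Input replicate 3 and -4.24 without Input replicate 1, where it passed.

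The 8 GABAergic genes had a median log2 fold change of 0.89 (adjusted p = 4.4e-04 from limma's camera, adjusted p = 0.321 with an estimated correlation), which was 0.41 under scaling to library size. Gad1 and Gad2, which make GABA from glutamate, had log2 fold changes of 0.69 (standard error 0.09) and 0.76 (standard error 0.08), and the homeobox gene Dlx1 one of 1.58 (standard error 0.11). The call of Gad1 was lost under scaling on the pan-neuronal genes (0.16). The 8 glutamatergic genes had a median of -1.26 (adjusted p = 0.0143 from limma's camera, adjusted p = 0.378 with an estimated correlation), and the list did not pass under scaling to library size (adjusted p = 0.09 from limma's camera). Slc17a7, a vesicular glutamate transporter of the cortex, went from 6303 ± 2145 to 1757 ± 566 normalized counts (SD, n = 3 pools each). The lateral septum genes had a median of 1.57 (adjusted p = 4.4e-04 from limma's camera, adjusted p = 0.321 with an estimated correlation). They were led by the transcription factor gene Zic1 with 2.24 (standard error 0.24) and the cation channel gene Trpc4 with 2.13 (standard error 0.13). Of 12 genes of striatal projection neurons, 8 were lower and 2 were higher (median -0.50, adjusted p = 0.0729 from limma's camera, or 0.0274 with the replicate number as a block). With an estimated correlation the adjusted p was 0.594. The list also passed with the length offset (median -0.73) and in 3 of 9 fits that left out a library or a pool, and without Input replicate 2 its median was -0.31. Drd1, a dopamine receptor gene, fell with a log2 fold change of -2.51 (standard error 0.20). The 2 that were higher were Drd2 with 0.66 (standard error 0.14) and the enkephalin precursor gene Penk with 0.71 (standard error 0.18). Both calls were lost under scaling to library size, with log2 fold changes of 0.18 and 0.23, and under scaling on the pan-neuronal genes, and Penk had -0.07 with the length offset. Of 8 genes of cholinergic neurons, 4 were lower and 2 were higher (median -1.0, adjusted p = 0.421 from limma's camera, adjusted p = 0.594 with an estimated correlation). Their median was -1.23 to -0.65 when a library or a pool was left out. The choline transporter gene Slc5a7 had a log2 fold change of -2.29 (standard error 0.29). The 2 higher ones were the transcription factor gene Isl1 with 1.44 (standard error 0.12) and Ecel1 with 1.09 (standard error 0.10). For each of these 11 lists the count of genes past the test was the same when adjusted over the list alone. The part of Supplementary file 3 at hand, the upper end of its 9189 entries down to a log2 ratio of 0.99, had been read when the lists were written, so a list whose members stand there is not independent evidence of its direction.

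**Figure D2:**
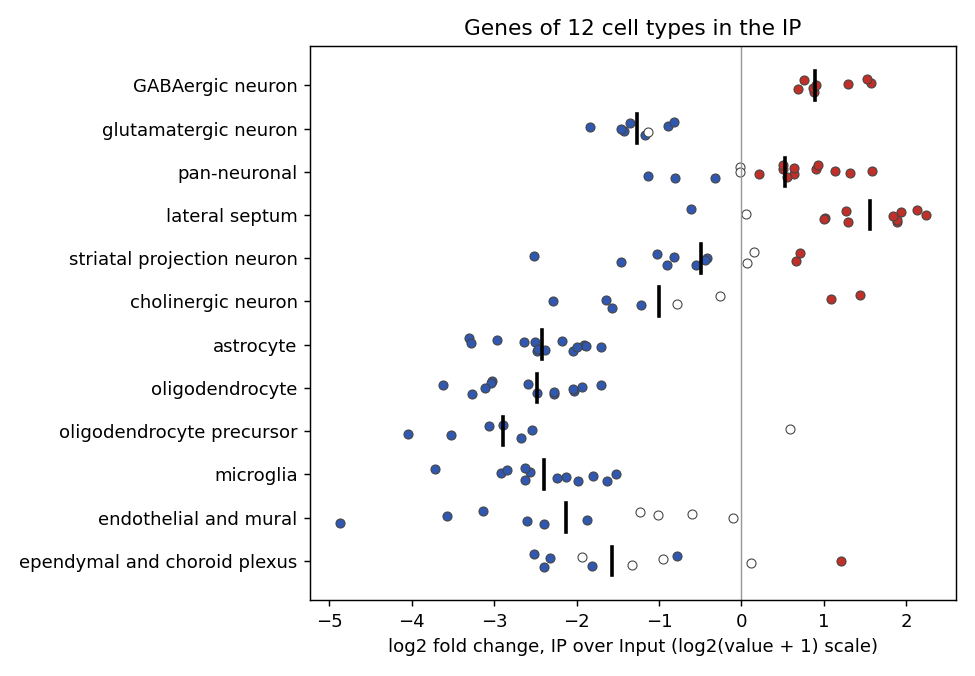
Log2 fold change of IP over Input (log2(value + 1) scale) for each tested gene of 12 cell type lists. Red points rose and blue points fell at an adjusted p under 0.05, open points did not pass, and black bars mark the list medians. Astrocyte, oligodendrocyte and microglia genes lie entirely below 0 and the GABAergic genes entirely above it.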

**Figure 3—figure supplement 1.**
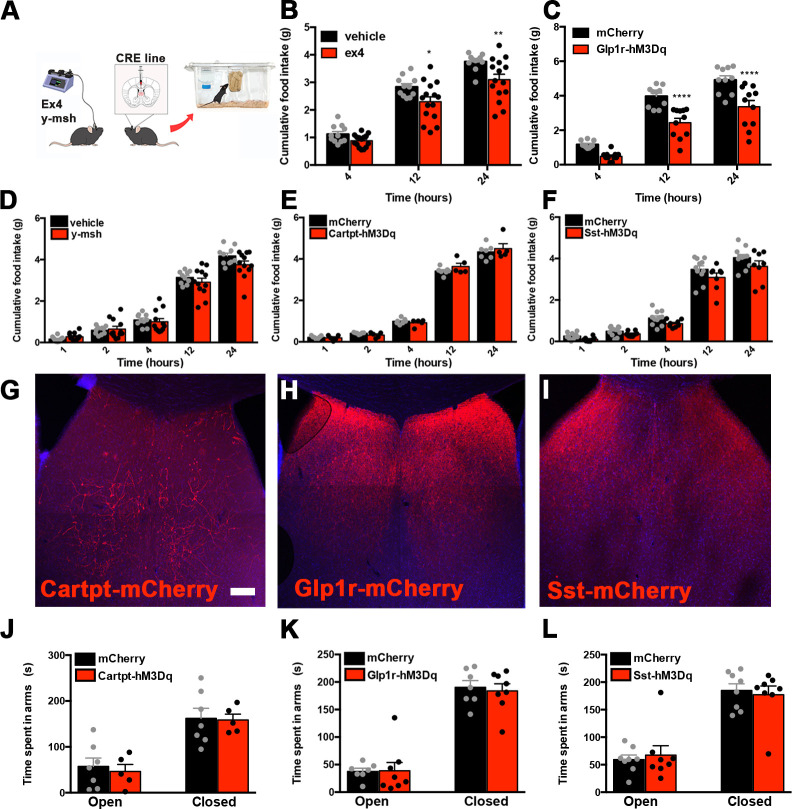
Regulation of feeding and/or anxiety by Cartpt-, Glp1r- and Sst-expressing neurons in the lateral septum. (**A**) Experimental scheme. Wild-type mice are injected with Ex4 or Mc3r agonist y-MSH directly into the LS or Glp1r-cre, Cartpt-Cre, or Sst-cre mice with viral expression of hM3Dq activatory DREADD receptor are tested for cumulative food intake. (**B**) Food intake, measured in grams (g) of mice 4 hr (h), 12, and 24 hr following Vehicle (black) and Ex4 (red) injection in the LS. n = 11 (Vehicle), n = 15 (Control), Two-way ANOVA with post-hoc Bonferroni correction, Time: F(2,48)=223.6, p<0.0001; Treatment: F(1,24)=9.904, p=0.004; Interaction: F(2,48)=1.67; p=0.199. (**C**) Food intake, measured in grams (g) of control mCherry (black) and hM3Dq (red) expressing Glp1r-cre mice 4 hr (h), 12, and 24 hr following CNO injection. n = xx, Two-way ANOVA with post-hoc Bonferroni correction. n = 10(mCherry), n = 11(hM3Dq). Time: F(2,38)=296.4, p<0.0001; Subject: F(1,19)=20.32, p=0.0002; Interaction: F(2,38)=6.077, p=0.0051. (**D**) Food intake, measured in grams (g) of mice 1 hr (h), 2, 4, 12, and 24 hr following vehicle (black) and y-msh (red) injection in the LS. n = 10(vehicle), n = 12(y-msh), Two-way ANOVA with post-hoc Bonferroni correction, Time: F(4,80)=585.6, p<0.0001; Treatment: F(1,20)=0.66, p=0.426; Interaction: F(4,80)=2.67; p=0.038. (**E**) Food intake, measured in grams (g) of control mCherry (black) and hM3Dq (red) expressing Cartpt-cre mice 1 hr (h), 2, 4, 12, and 24 hr following CNO injection n = 7(mCherry), n = 5(hM3Dq), Two-way ANOVA with post-hoc Bonferroni correction, Time: F(2,17)=1,075, p<0.0001; Subject: F(1,10)=0.1767, p=0.6831; Interaction: F(4,40)=1.364, p=0.2637. (**F**) Food intake, measured in grams (g) of control mCherry (black) and hM3Dq (red) expressing Sst-cre mice 1 hr (h), 2, 4, 12, and 24 hr following CNO injection, n = xx, Two-way ANOVA with post-hoc Bonferroni correction. n = 11(mCherry), n = 12(hM3Dq). Time: F(4,68)=660.3, p<0.0001; Subject: F(1,17)=3,23, p=0.0903; Interaction: F(4,68)=1.006, p=0.4106. (**G**) Representative image of viral expression in the lateral septum of Cartpt-cre mice. (**H**) Representative image of viral expression in the lateral septum of Glp1r-cre mice. (**I**) Representative image of viral expression in the lateral septum of Sst-cre mice. (**J**) Time, measured in seconds (s), spent in the open arms and closed arms of an elevated plus maze in control mCherry (black) and hM3Dq (red) expressing Cartpt-cre mice, n = 7(mCherry), n = 5(hM3Dq), Two-way ANOVA with post-hoc Bonferroni correction. Arm: F(1,10)=17.12, p<0.0001; Subject: F(1,10)=1.621, p=0.232; Interaction: F(1,10)=0.02, p=0.891. (**K**) Time, measured in seconds (s), spent in the open arms and closed arms of an elevated plus maze in control mCherry (black) and hM3Dq (red) expressing Glp1r-cre mice. n = 7(mCherry), n = 8(hM3Dq), Two-way ANOVA with post-hoc Bonferroni correction. Arm: F(1,13)=79.20, p<0.0001; Subject: F(1,13)=0.3198, p=0.5814; Interaction: F(1,13)=0.05114, p=0.825. (**L**) Time, measured in seconds (s), spent in the open arms and closed arms of an elevated plus maze in control mCherry (black) and hM3Dq (red) expressing Sst-cre mice. n = 8, Two-way ANOVA with post-hoc Bonferroni correction. Arm: F(1,14)=39.48, p<0.0001; Subject: F(1,14)=0.0007, p=0.979; Interaction: F(1,14)=0.1811, p=0.677. Scale bars (G-I) are 50 μm. Data are represented as mean ± SEM.

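Besides Nts, Sst and Cartpt, the IP fraction held more RNA of further neuropeptide precursors: Pnoc, the precursor of nociceptin, went from 324 ± 28.4 normalized counts in Input to 2096 ± 239 in IP (SD, n = 3 pools each). Cort, the precursor of the somatostatin-like peptide cortistatin, went from 71.1 ± 23.4 to 395 ± 106, and Nms, the precursor of neuromedin S, from 23.9 ± 2.06 to 198 ± 57.7. Among receptors, Crhr2, a receptor for urocortins, went from 128 ± 35 to 469.8 ± 53.2. Other peptide genes were depleted, among them Oxt, the oxytocin precursor, which went from 312 ± 125 to 49.7 ± 2.88.

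Of 25 neuropeptide precursor genes tested, 11 were higher in IP, 9 were lower and 5 did not pass at an adjusted p under 0.05 from limma (11 higher and 10 lower when adjusted over the list alone). Their log2 fold changes ran from -2.54 to 4.12 around a median of 0.35 (adjusted p = 0.489 from limma's camera, adjusted p = 0.594 with an estimated correlation). The median was -0.98 with an offset for transcript length, -0.13 under scaling to library size and -0.18 under scaling on the pan-neuronal genes. The log2 fold changes were 2.69 (standard error 0.12) for Pnoc, 2.47 (standard error 0.28) for Cort and 2.96 (standard error 0.29) for Nms. With the length offset they were 2.30, 1.07 and 1.86. Spx, the precursor of spexin, was near the floor at 4.69 ± 1.1 normalized counts in Input and 19 ± 3.56 in IP (log2 fold change 1.82, standard error 0.63, adjusted p = 0.0223 from limma), and its adjusted p was 0.172 with the length offset. Leaving out a library or a pool ended the call of Spx in 3 of 9 fits, with an adjusted p of up to 0.11 from limma. Among the depleted peptide genes, Oxt had a log2 fold change of -2.54 (standard error 0.28), Avp, the vasopressin precursor, one of -2.29 (standard error 0.70), and Adcyap1, the PACAP precursor, one of -1.72 (standard error 0.31). The call of Avp was lost in 4 of the 9 fits that left out a library or a pool (adjusted p of up to 0.0791 from limma). The precursor genes Vip and Trh also fell, with log2 fold changes of -1.55 (standard error 0.30) and -1.40 (standard error 0.26).

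Of 28 receptor genes with a role in feeding and stress, 10 were higher in IP, 6 were lower and 12 did not pass, with the same counts when adjusted over the list alone. The list did not pass as a set (median 0.05, adjusted p = 0.666 from limma's camera, adjusted p = 0.683 with an estimated correlation), and its median was -0.04 to 0.13 when a library or a pool was left out. It was -0.39 under scaling to library size, -0.43 under scaling on the pan-neuronal genes and -0.06 under scaling to the upper quartile. Crhr2 had a log2 fold change of 1.89 (standard error 0.20), Galr1, a galanin receptor, one of 1.60 (standard error 0.34), and Avpr1a, a vasopressin receptor, one of 1.27 (standard error 0.24). Avpr1a fell short of 2-fold under scaling to library size (0.80) and on the pan-neuronal genes (0.75), with an adjusted p from limma still under 0.05. Hcrtr1, an orexin receptor gene, had a log2 fold change of 1.03 (standard error 0.26, adjusted p = 0.00363 from limma), and its adjusted p was 0.0683 under scaling to library size. Mc4r, the other melanocortin receptor of the list, had a log2 fold change of 0.97 (standard error 0.27), which was higher in IP but short of 2-fold. The opioid receptor gene Oprk1 and the neuropeptide Y receptor gene Npy1r were depleted, with log2 fold changes of -1.43 (standard error 0.27) and -1.27 (standard error 0.25). Cnr1, the cannabinoid receptor, and Nr3c1, the glucocorticoid receptor, fell by less than 2-fold, with -0.71 (standard error 0.14) and -0.53 (standard error 0.11), and both calls were lost with the length offset, at -0.30 and -0.11. Avpr1a, Cort, Galr1, Hcrtr1, Mc4r, Pnoc and Spx were chosen after their values were seen, and the entries of Supplementary file 3 read before the lists were written held many of the enriched genes.

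**Figure D3:**
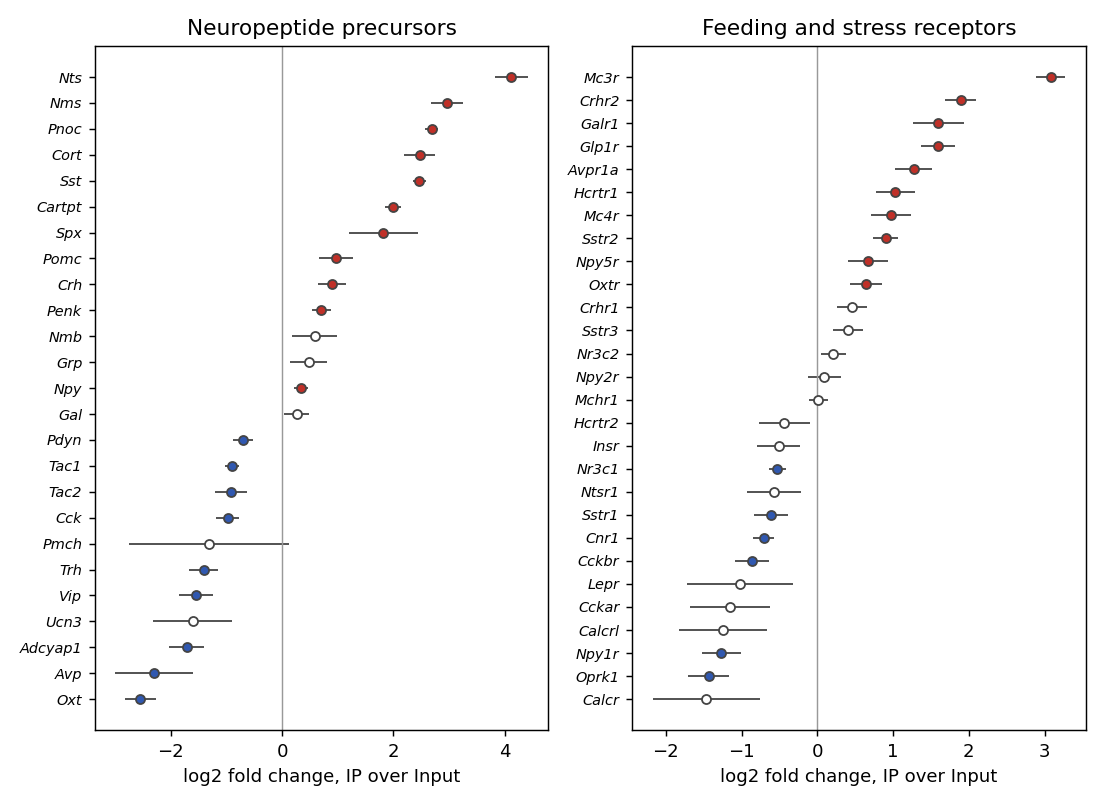
Log2 fold change of IP over Input (points) with its standard error (lines) for 25 neuropeptide precursor genes and 28 receptor genes. Red points rose and blue points fell at an adjusted p under 0.05, and open points did not pass. Nts lies highest among the precursors and Mc3r among the receptors, and Oxt lies lowest among the precursors.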

Many of the genes co-expressed with Nts in LS^Nts^ neurons are known to regulate feeding behavior via effects on other brain areas, including Cartpt (Kristensen et al., 1998), Glp1r (Kanoski et al., 2016), Mc3r (Marks et al., 2006), and Sst (Luo et al., 2018). For this reason, we asked whether activation of LS neurons expressing these genes could replicate the effects of LS^Nts^ chemogenetic activation. Similar to chemogenetic activation of LS^Nts^ neurons, activation of Glp1r neurons within the LS with the Glp1r agonist exendin-4 (Figure 3J and K) resulted in a robust decrease in food intake after 2, 12, and 24 hr (Figure 3—figure supplement 1A–B). In addition, chemogenetic activation of Glp1r neurons by injecting the activatory hM3Dq DREADD into the LS of Glp1r-cre mice also reduced food intake (Two-way ANOVA with Bonferroni post-hoc, *p<0.05, ****p<0.0001). Neither control mice expressing the DREADD, nor mice injected with saline or with mCherry-expressing AAVs, exhibited any change in food intake (Figure 3K and L; Figure 3—figure supplement 1A–C). By contrast, food intake was unchanged after infusion of the Mc3r agonist (gamma-melanocyte-stimulating hormone; y-msh) into the septum or activation of Cartpt or Sst neurons by injecting an activatory DREADD (hM3Dq) into Cartpt-cre and Sst-cre animals (Figure 3—figure supplement 1D–F). Activation of these other LS^Nts^ subpopulations (Figure 3—figure supplement 1G–I) also had no effect on arm exploration as assessed using an elevated plus maze (Figure 3—figure supplement 1J–L), suggesting that they do not elicit anxiety.

Glp-1 signaling has been shown to exert an anorectic effect and blocking of Glp1r signaling using specific antagonists has been shown to blunt stress-induced anorexia (Terrill et al., 2018). After acute restraint stress, we observed significantly increased expression of *Fos* only in LS^Nts^ neurons that also co-express *Glp1r,* while *Fos* expression was unchanged in *Glp1r* neurons that do not express *Nts* (Figure 3M, Two-way ANOVA with Bonferroni post-hoc, *p<0.01). Furthermore, infusion of Exendin-4 (ex4), a Glp1r agonist, into the LS increased *Fos* expression in ~65% of LS^Nts^ neurons co-expressing *Glp1r* (Figure 3N, Two-way ANOVA with Bonferroni post-hoc, ****p<0.0001), but not in *Nts* neurons that do not co-express *Glp1r* (Figure 3N). These results demonstrate the heterogeneity of the Nts population in the LS and identify a stress-responsive subpopulation of LS^Nts^ neurons co-expressing Glp1r that negatively regulates food intake and further shows that Glp-1 (glucagon-like peptide-1) signaling to this subpopulation of LS^Nts^ neurons regulates their activity.

### Mapping the downstream projections of LS^Nts^ neurons

Next, we set out to map the functional axonal projections of LS^Nts^ neurons by injecting a cre-dependent AAV expressing mCherry into the LS of Nts-cre mice. We found dense axonal projections of these neurons in the hypothalamus, in particular the lateral hypothalamus (LH, Figure 4A). We also mapped this projection by injecting a Cre-dependent anterograde herpes simplex virus, H129ΔTK-tdTomato into the LS of Nts-cre mice (Figure 4B). A similar LS to LH projection was identified when mapping axonal projections from Glp1r-cre mice expressing a Cre-dependent mCherry from an AAV injected into the LS (Figure 4—figure supplement 1A). The LH is a well-established brain region regulating food intake (Morrison et al., 1958) and we thus tested whether specific activation of an LS^Nts^ →LH projection would lead to a similar decrease in food consumption as activation of LS^Nts^ cell bodies. We injected a Cre-dependent AAV expressing a channelrhodopsin (Chr2) into the LS of Nts-cre mice and implanted a fiber above the LH (Figure 4—figure supplement 1B). Optogenetic activation of this pathway with blue light led to a significant increase in c-fos expression in the LS^Nts^ neurons (~181 c-fos+ neurons for Chr2 vs. ~8.5 for mCherry) and a subset of neurons in the LH (~128 c-fos+ neurons for Chr2 vs. ~35 for mCherry, Figure 4—figure supplement 1C–D, Unpaired Student's t-test, **p<0.01). We then used a 1 hr OFF-ON-OFF protocol to evaluate food intake before, during, and after light stimulation of LS^Nts^ terminals in the LH and observed a reversible and significant decrease of food intake in mice expressing ChR2 compared to controls expressing mCherry (Figure 4C, Two-way ANOVA with post-hoc Bonferroni correction, *p<0.05). Furthermore, similar to the effect of activating the entire LS^NTS^ population of neurons, activation of the LH-projecting LS^Nts^ neurons led to a ~50% decrease in food intake compared to controls (Figure 4C, right panel, Unpaired Student’s t-test, p<0.01). We also evaluated whether the activation of LH-projecting LS^Nts^ neurons had any effect on locomotion or anxiety and found no differences during open field or elevated plus maze tests (Figure 4—figure supplement 1E–G).

**Figure 4.**
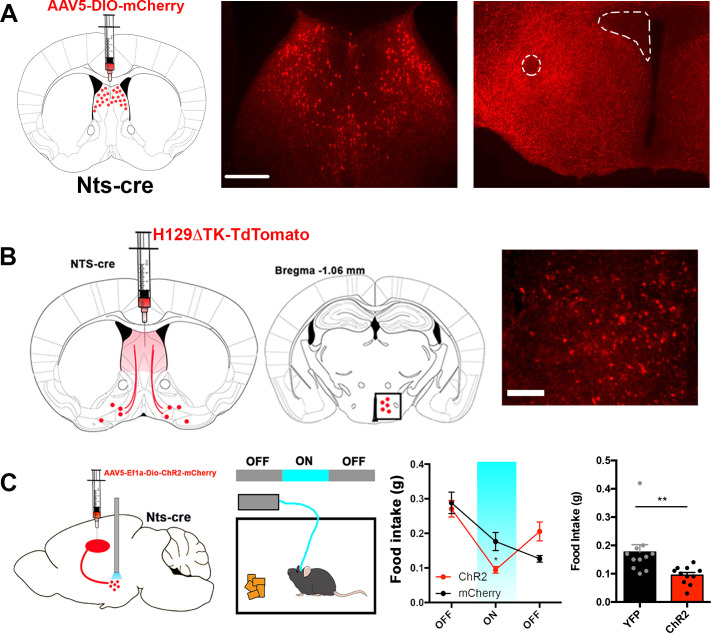
LS^Nts^- > LH projection regulates food intake in mice. (**A**) Representative images of the LS injection site (left) and terminals in the lateral hypothalamus (left) of Nts-cre mice injected with a control mCherry reporter virus. Atlas images above the representative images depict the area of magnification. Scale bar, 50 μm. (**B**) Representative image of cells labeled in the lateral hypothalamus (right) of Nts-cre mice injected with the anterograde tracer H129ΔTK-tdTomato in the LS. Middle, atlas image depicting the area of magnification to the right. Scale bar, 25 μm. (**C**) Left, experimental scheme depicting mice injected with AAV expressing Chr2 or control mCherry into the LS and an optic fiber positioned over the lateral hypothalamus. Middle, food intake was measured in an OFF-ON-OFF paradigm. Right, food intake measured in grams (g) of control mCherry (black) or Chr2 (red) expressing mice before (OFF), during (ON) and after (OFF) laser stimulation. n = 11, Two-way ANOVA with post-hoc Bonferroni correction, Epoch: F(2,40)=38.47, p<0.0001; Subject: F(1,20)=0.069, p=0.796; Interaction: F(2,40)=10.94, p=0.0002. Data are represented as mean ± SEM.

**Figure 4—figure supplement 1.**
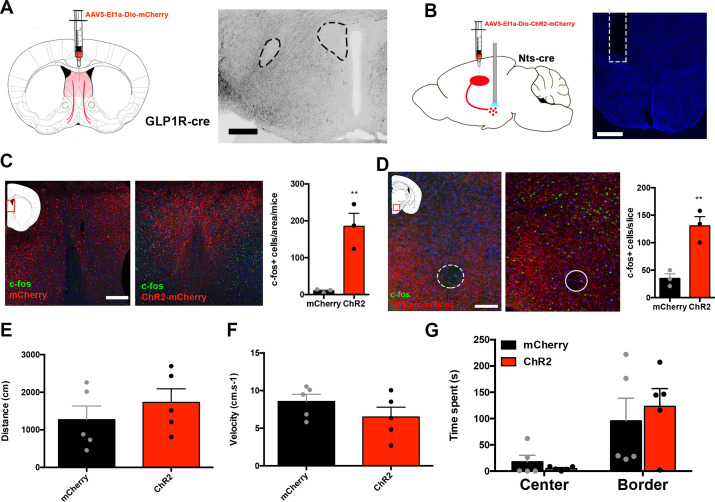
LS^Nts^ → LH does not regulate anxiety or locomotion. (**A**) Left, experimental scheme of Glp1r-cre mice injected with AAV expressing cre-dependent mCherry in the lateral septum. Right, representative image of Glp1r fibers in the lateral hypothalamus. Scale bars are 100 μm. (**B**) Left, experimental scheme of Nts-cre mice injected with AAV expressing Chr2 in the lateral septum and optic fibers in the lateral hypothalamus. Right, Representative image of fiber optic path in the lateral hypothalamus. Scale bars are 100 μm. (**C**) Left, representative images of c-fos (green) and mCherry (red) in control mCherry (left) and Chr2 (right) expressing Nts-cre mice injected with CNO. Right, quantification of c-fos+ cells in control (black) and Chr2 (red) mice. n = 3, Unpaired Student's t-test, t(4)=4.999, p=0.008. Scale bar, 50 μm. (**D**) Left, representative images of c-fos (red) and mCherry projections (green) in the lateral hypothalamus of Nts-cre mice expressing control mCherry (left) or Chr2 (right) virus injected with CNO. n = 3, Unpaired Student's t-test, t(4)=5.089, p=0.007. Scale bar, 50 μm.(**E**) Distance, measured in centimeters (cm), traveled in the elevated plus maze, in control mCherry (black) and Chr2 (red) expressing Nts-cre mice. n = 5, Unpaired Student's t-test, t(8)=0.9092, p=0.39. (**F**) Velocity, measured as the cm per s (cm.s^−1^), in the elevated plus maze, in control mCherry (black) and Chr2 (red) expressing Nts-cre mice. n = 5, Unpaired Student's t-test, t(8)=1.291, p=0.233. (**G**) Time, measured in seconds (s), spent in the center and border of an open field in control mCherry (black) and Chr2 (red) expressing Nts-cre mice. n = 5. Two-way ANOVA with post-hoc Bonferroni correction, Subject: F(1,8)=0.051, p=0.827; Border/Center: F(1,8)=18.48, p=0.0026; Interaction: F(1,8)=0.791, p=0.4. Data are represented as mean ± SEM.

### LS^Nts^ neurons are selectively tuned to active escape

We followed up on the observation that c-fos in LS^Nts^ neurons is increased following acute restraint stress by asking how LS^Nts^ neurons respond to different types of stress . We assayed the dynamics of LS^NTS^ activation using in vivo calcium recordings after injecting AAVs expressing a Cre-dependent GCaMP6s into the LS of Nts-cre mice . Neural activity was monitored using in vivo fiber photometry in freely behaving animals while time-locking behavior with changes in calcium signals (Gunaydin et al., 2014; Figure 5 and Figure 5—figure supplement 1A). GCaMP6s expression and optical fiber placement were confirmed by immunohistochemistry following each of the experiments (Figure 5—figure supplement 1B). We first assessed activity during acute manual immobilization by manually restraining mice for a 1 min period. Based on the c-fos data (Figure 1), we expected to see an increase in calcium activity while the animal was being actively restrained. Surprisingly, we did not see a change in the calcium signal when the animal was rendered completely immobile. Rather, we only found increases in the calcium signal when animals were actively struggling to escape immediately either before or after the manual restraint. The reduced activity LS^Nts^ neurons was seen both when the animals were completely immobilized or when they had ceased struggling (Figure 5A, One-way ANOVA, multiple comparisons with Bonferroni post-hoc, *p<0.05). We then recorded LS^Nts^ calcium signals in animals that were subjected to 1 min of being suspended by their tails during which time the animals struggle and actively try to escape. Consistent with the previous results, we observed significant activation of LS^Nts^ neurons while the animals were suspended and actively struggled (Figure 5B, Paired Student’s t-test, *p<0.05).

**Figure 5.**
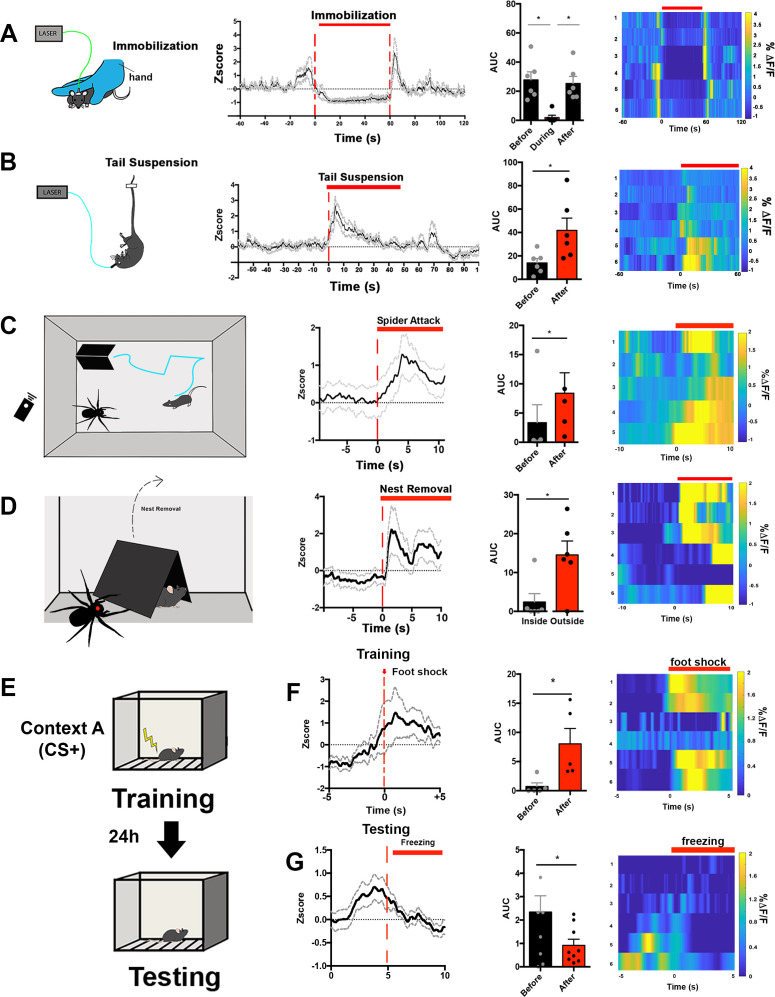
LS^Nts^ neurons are specifically activated by stressful situations involving active coping. (**A**) Left panel, experimental scheme: mice were manually immobilized for the period of 1 min. Ca^+2^ activity was recorded before, during, and after the period of manual immobilization. Middle, Average GCaMP6s z-score (black lines) and SEM (gray dotted lines) across all recordings and time-locked to immobilization start. Right middle panel, quantification of the area under the curve of Ca^+2^ transients before, during, and after immobilization. One-way ANOVA with repeated measures and post-hoc Bonferroni correction, F(1.833, 9.165)=9.888, p=0.0057. Right panel, heat maps represent the average % ΔF/F from each GCaMP6s recordings time-locked to immobilization start. n = 6. (**B**) Left panel, experimental scheme: mice were tail suspended for the period of 1 min. Ca^+2^ activity was recorded before, during, and after the period of tail suspension. Middle, average GCaMP6s z-score (black lines) and SEM (gray dotted lines) across all recordings and time-locked to tail suspension start. Right middle panel, quantification of the area under the curve of Ca^+2^ transients before, during, and after tail suspension. Paired Student’s t-test, t = 2.659, df = 5. Right panel, heat maps represent the average % ΔF/F from each GCaMP6s recordings time-locked to tail suspension start. n = 6. (**C**) Left panel, experimental scheme: mice were exposed to an open field arena containing a robotic, remote-controlled spider predator and a designated safe ‘nest’ (black triangular hut). Ca^+2^ activity was recorded during the whole session. Middle, average GCaMP6s z-score (black lines) and SEM (gray dotted lines) across all recordings and time-locked to the robotic spider attack. Right middle panel, quantification of the area under the curve of Ca^+2^ transients before and after the robotic spider attack. Paired Student’s t-test, t = 3.507, df = 4. Right panel, heat maps represent the average % ΔF/F from each GCaMP6s recordings time-locked to the robotic spider attack. n = 5. (**D**) Left panel, experimental scheme: the designated safe ‘nest’ (black triangular hut) was removed and mice that had been attacked by a robotic spider predator was exposed to the open field containing the spider. Ca^+2^ activity was recorded during the whole session. Middle, average GCaMP6s z-score (black lines) and SEM (gray dotted lines) across all recordings and time-locked to the removal of the nest. Right middle panel, quantification of the area under the curve of Ca^+2^ transients before and after the removal of the nest. Paired Student’s t-test, t = 3.305, df = 5. Right panel, heat maps represent the average % ΔF/F from each GCaMP6s recordings time-locked to the removal of the nest. n = 6. (**E**) Experimental scheme for contextual fear conditioning: mice were exposed to an operant chamber where they received a mild foot shock (training) and after 24 hr mice were re-exposed to the operant chamber (testing). Ca^+2^ activity was recorded during training and testing. (**F**) First panel, average GCaMP6s z-score (black lines) and SEM (gray dotted lines) across all recordings and time-locked to the foot shock received on the training day. Second panel, quantification of the area under the curve of Ca^+2^ transients before and after the foot shock. Paired Student’s t-test, t = 3.230, df = 4. Third panel, heat maps represent the average % ΔF/F from each GCaMP6s recordings time-locked to the freezing behavior. n = 6. (**G**) First panel, average GCaMP6s z-score (black lines) and SEM (gray dotted lines) across all recordings and time-locked to freezing behavior on the testing day. Second panel, quantification of the area under the curve of Ca^+2^ transients before and after the freezing behavior. Paired Student’s t-test, t = 2.833, df = 8. Third panel, heat maps represent the average % ΔF/F from each GCaMP6s recordings time-locked to the freezing behavior. n = 6. Data are represented as mean ± SEM.

**Figure 5—figure supplement 1.**
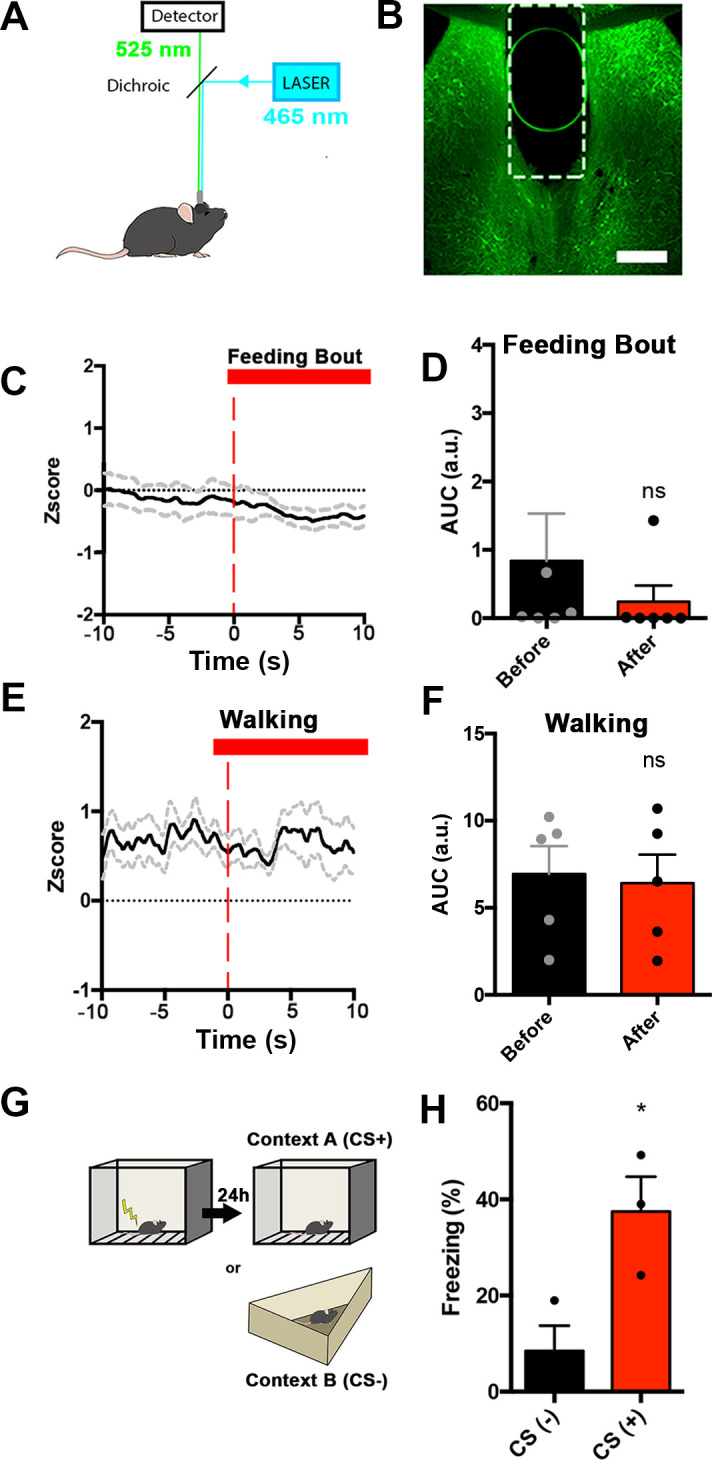
LS^Nts^ neurons are not selectively tuned to feeding or movement. (**A**) Experimental scheme. Mice were then attached to a fiber photometry setup with a 465 nm LED (blue) and a 405 nm LED (purple) and a photodetector. (**B**) Representative image of viral expression in the LS of Nts-cre mice injected with GCaMP6s and implanted with an optic fiber in the LS. Scale bar, 50 μm. (**C**) Average GCaMP6s z-score (black lines) and SEM (gray dotted lines) across all recording sites time-locked to the start of the feeding bout. Right, heat maps represent the average % DF/F from each GCaMP6s recordings time-locked to feeding bout start. (**D**) Area under the curve (a.u.) of the fluorescent signal before (black) and after (red) the feeding bout start. n = 6, Paired Student's t-test, t(5)=1.304, p=0.249. (**E**) Average GCaMP6s z-score (black lines) and SEM (gray dotted lines) across all recording sites time-locked to the start of locomotion. (**F**) Area under the curve (a.u.) of the fluorescent signal before (black) and after (red) the start of locomotion. n = 5, Paired Student's t-test, t(4)=0.402, p=0.7083. (**G**) Experimental scheme of contextual fear conditioning. (**H**) Percentage of freezing in Context A (CS+, red) and Context B (CS−, black). Unpaired Student’s t-test, *p<0.05, t = 3.233, df = 4, n = 3. Data are represented as mean ± SEM.

We thus considered the possibility that LS^Nts^ neurons are specifically activated by stressful situations where the animal can escape, that is, flight. To test this further, we exposed mice to a simulated ‘predator’ using a remote-controlled robotic spider (Figure 5C, left panel). In this paradigm, mice are habituated to an open field arena containing a homemade opaque acrylic nest that serves as a protected ‘safe zone’. The remote-controlled robotic spider was placed into the arena and after 5 min of habituation, the spider movement was manually controlled so that it only moved when mice left the acrylic nest. We observed that the forward movement of the robotic spider toward the mouse induced a rapid retreat and led the mice to immediately return to the inside the acrylic nest (Video 1). We simultaneously used in vivo fiber photometry to monitor the activity of LS^Nts^ neurons during this simulated predator attack and found that movement of the robotic spider toward the mouse led to strong activation of LS^Nts^ neurons that persisted until the mouse had returned to the nest (Figure 5C, Paired Student’s t-test, *p<0.05). Similarly, we observed a rapid and sustained increase in the calcium signal when the nest was removed and mice were exposed to the robotic spider (Figure 5D, Paired Student’s t-test, *p<0.05). In aggregate, these results show that LS^Nts^ neurons are activated by stressful stimuli in which the animal’s response includes active movement such as struggling or flight (active coping strategies) and further suggest that these neurons are not activated by stressful stimuli associated with immobility or freezing, that is, passive coping responses.

**Video 1.** Representative video of the simulated ‘predator’ test. The mouse is placed in the open field with a designated safe zone. A robotic spider ‘predator’ is introduced and ‘attacks’ as the mouse exits the safe zone. Calcium recordings were taken throughout the entire task.

To further confirm the tuning of LS^Nts^ to stress stimuli that involved active coping, we monitored the activity of LS^Nts^ neurons in mice during a contextual fear conditioning protocol (CFC), in which mice are trained to associate a novel environment with an unpredicted foot shock. This task enables a comparison of different types of stress responses because during the training phase, the foot shock leads to active movement away from the shock source, while during testing, exposure to the contextual cue results in freezing behavior (Figure 5—figure supplement 1G–H). Moreover, unlike restraint, which is imposed by the experimenter, freezing is self-initiated. Consistent with the prior results, we found that during the training session, LS^Nts^ calcium signals were increased following the foot shock, time-locked with movement as the mice jumped away from the shock (Figure 5E and F, Paired Student’s t-test, p<0.05). However, during the recall test the following day, when mice exhibited freezing behavior after being placed in the chamber that they associated with a foot shock, the LS^Nts^ calcium signal was significantly decreased compared to the period before the onset of freezing (Figure 5G, Paired Student’s t-test, p<0.05). Taken together, these data are consistent with the possibility that the activity of these neurons is tuned to active, but not passive, responses to stressful stimuli. They also indicate that these neurons remain active until the animal is in an environment that is either perceived to be ‘safe’ or until the animal freezes as part of a passive coping strategy. By contrast, we did not find any significant temporal correlation between calcium signals in LS^Nts^ neurons and feeding (Figure 5—figure supplement 1C–D) or voluntary movement in an open field arena in the absence of danger signals (Figure 5—figure supplement 1E–F).

## Discussion

Stress elicits a pleiotropic set of adaptive physiologic and behavioral responses enabling animals to rapidly respond to threatening situations. These responses include suppression of other behaviors such as feeding while animals initiate defensive behaviors. Accordingly, the inhibition of consummatory behaviors when animals are threatened decreases an animal’s vulnerability to predation (Petrovich et al., 2009; Kunwar et al., 2015). Many brain regions are activated after stressful stimuli including the LS which shows increased c-fos expression under different stressful conditions (Sheehan et al., 2004). We set out to identify these stress-activated neurons using an unbiased screen to identify molecular markers of LS neurons that are activated by stress. Our study identified a novel population of neurons in the LS that express Nts (LS^Nts^ neurons). We further showed that these neurons are specifically activated by active escape in response to stress and that chemogenetic activation of LS^Nts^ neurons can suppress food intake and body weight via a projection to the LH. These neurons respond to stress and specifically regulate feeding, but not other components of the stress response. These data thus delineate a molecularly defined limbic circuit selectively tuned to active escape and that acts to suppress food intake in mice.

These data are consistent with a number of prior studies suggesting that the LS plays a role in mediating elements of a stress response (Singewald et al., 2011; Bondi et al., 2007) though the cell types in the LS that mediate this response had not been identified. In our study, we also characterized the calcium dynamics of the LS^Nts^ neurons response using in vivo calcium recordings. We first performed a manual immobilization experiment while recording from LS^Nts^ neurons. We found that LS^Nts^ neurons were not active during immobilization and were only active before or after the immobilization period when animals could struggle. This finding was surprising because our initial results from experiments placing animals in a plastic decapicone led to increased c-fos expression in the LS. There are a few possibilities that might explain these conflicting results. First, the temporal activation of c-fos is imprecise compared to measuring calcium dynamics and did not allow us to discern whether the LS^Nts^ neurons were activated while the animal was moving prior to or after the stress versus when they were completely immobile. Second, these two experiments were subtly different in that restraint stress using the decapicone may allow subtle movements such as struggling/squirming while the manual immobilization did not. We encountered technical difficulties while performing the same restraint experiment using the decapicones during in vivo recordings due to the volume of the fiber-optic implant that hindered our experimental approach. Thus, in our in vivo calcium recording studies, mice were manually restrained by the experimenter’s hand and we observed that mice did not actively struggle during this type of restraint. This also raises the possibility that either manual restraint does not cause significant stress or this type of stress elicits effects independently of LS^Nts^ neurons and is thus encoded differently. To further resolve this, we employed additional stress paradigms to better understand the dynamics of Nts activation in the lateral septum. We found that LS^Nts^ neurons are specifically activated only in response to stressful stimuli associated with active movement (i.e. flight) and not with stressful situations associated with freezing/immobility. Thus, LS^Nts^ neurons were activated during active escape in a predator-attack paradigm, during tail suspension, and during the startle response to a foot shock. By contrast, the immobility associated with manual restraint, or freezing after fear conditioning did not lead to the activation of these neurons. This suggested that different neural populations within the LS may be specially tuned to different aspects of the stress response (sensory, movement, among others). Further studies will be needed to determine whether other populations are activated by complete immobilization or immobility (i.e. freezing) and define whether or not these populations intersect with the pathways activated by LS^Nts^ neurons.

We also found that LS^Nts^ neurons, in particular, do not regulate anxiety-like behaviors but instead reduce food intake suggesting that they link specific stressful stimuli to reduced food intake. Thus, LS^Nts^ neuronal activation appears to be tuned to active coping mechanisms that dispense with voluntary food intake until appropriate countermeasures to mitigate the stressful event have been enacted. For example, this circuit would be useful for suppressing the urge to forage when predators are in the vicinity, thus serving an important evolutionary function. Consistent with this, activation of LS^Nts^ neurons suppresses food intake even in animals that have been deprived of food, although future studies are needed to confirm the sufficiency of these neurons for stress-induced reductions in feeding by inhibiting the LS^Nts^ neurons during the stressful stimulus. Many of the stress paradigms used during in vivo calcium recordings were performed acutely which we found to be insufficient to elicit a significant impact on food intake. However, several of the stressors that were used, such as foot shock, can reduce food intake if applied chronically (Halataei et al., 2011; Rostamkhani et al., 2016). If LS^Nts^ sufficiency is confirmed, neural plasticity and/or genetic alterations within this circuit (e.g. by mutations in the Nts gene as observed in Lutter et al., 2017 or changes in ‘allostatic load’; McEwen and Akil, 2020) could contribute to persistent maladaptive eating strategies, such as those observed in eating disorders or in other cases obesity. Presumably, other neural circuits mediate the effects of stressful stimuli that lead to freezing, raising the possibility that different circuits have evolved to process different types of stress, and that different types of chronic stress might be associated with different disorders.

The LS neuronal population is mainly composed of GABAergic neurons although there are also some glutamatergic neurons (Sunkin, 2013). In this study, we also explored the molecular diversity of LS^Nts^ neurons. Our findings suggest that the LS^Nts^ neuronal population is heterogeneous and co-express a variety of molecules, including Glp1r. Consistent with our results, a previous report showed that the infusion of a Glp1r antagonist (Ex9) directly into the LS diminished the anorexigenic effects of stress, suggesting that Glp-1 signaling in LS contributes to this response (Terrill et al., 2018). The LS is innervated by pre-proglucagon (PPG) neurons in the brainstem expressing Glp-1 (Trapp and Cork, 2015) and these neurons have also been shown to mediate stress-induced hypophagia (Holt et al., 2019). In aggregate, these data suggest that LS^Nts^ neurons that co-express Glp1r provide a link between brainstem circuits conveying stress to key output pathways to regulate feeding. The LS also receives inputs from many cortical and limbic areas, including the hippocampus (Tingley and Buzsáki, 2018; Azevedo et al., 2019; Jakab and Leranth, 1990) and in turn sends projections to many other brains areas (Deng et al., 2019) including the hypothalamus, hippocampus, entorhinal cortex, thalamus, and amygdala. Further studies to map which brain areas convey inputs to LS^Nts^ neurons and control their excitability are currently underway.

In summary, these data show that LS^Nts^ neurons play an important integratory function linking stress to food suppression and serving as an important integrator between the limbic system and the hypothalamus. The identification of these neurons thus provides an entry point for understanding how complex inputs —in this case food deprivation versus danger—compete to generate an appropriate and adaptive response. In addition, these findings may in time illuminate why in some cases stress can elicit a pathologic response such as in the case of eating disorders. These and other data further suggest that higher-order, limbic brain regions integrate diverse sensory information to modulate subcortical feeding circuits in health and possibly disease (Azevedo et al., 2019; Newmyer et al., 2019; Land et al., 2014).

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Genetic reagent (*Mus musculus*)	Mouse: *Nts*-cre	Jackson Laboratories	Stock#017525	N/A
Genetic reagent (*Mus musculus*)	Mouse: *Cartpt*-cre	Jackson Laboratories	Stock#028533	N/A
Genetic reagent (*Mus musculus*)	Mouse: *Sst*-cre	Jackson Laboratories	Stock#013044	N/A
Genetic reagent (*Mus musculus*)	Mouse: *Glp1r*-cre	Jackson Laboratories	Stock#029283	N/A
Antibody	Anti-phospho ribosomal protein 6 pSer244/pSer247 (Rabbit polyclonal)	Invitrogen	Cat#44–923G, RRID:AB_2533798	(1:1000)
Antibody	Anti-GFP (Chicken polyclonal)	Abcam	Cat#ab13970, RRID:AB_300798	(1:1000)
Antibody	19C8 and 19F7, GFP monoclonal antibodies	Memorial Sloan-Kettering Monoclonal Antibody Facility	Custom order	(50 ug)
Antibody	Anti-mCherry (Chicken polyclonal)	Abcam	Cat# ab205402	(1:1000)
Antibody	Mouse anti-cfos (Rabbit monoclonal)	Cell Signaling	Cat#2250S, RRID:AB_2247211	(1:500)
Antibody	Anti-rabbit IgG Alexa 488 (Goat polyclonal)	Invitrogen	Cat#A11008, RRID:AB_143165	(1:1000)
Antibody	Anti-rabbit IgG Alexa 594 (Goat polyclonal)	Invitrogen	Cat#A11072, RRID:AB_142057	(1:1000)
Antibody	Anti-chicken IgG Alexa 488 (Goat polyclonal)	Invitrogen	Cat#A11039, RRID:AB_142924	(1:1000)
Antibody	Anti-chicken IgG Alexa 594 (Goat polyclonal)	Invitrogen	Cat#A11042, RRID:AB_142083	(1:1000)
Recombinant DNA reagent	AAV5-EF1a-DIO-YFP	UNC Vector Core	N/A	N/A
recombinant DNA reagent	AAV5-EF1a-DIO-hChR2(H134R)-YFP	UNC Vector Core	N/A	N/A
Recombinant DNA reagent	AAV5-EF1a-DIO-hM3D(Gq)-mCherry	UNC Vector Core	N/A	N/A
Recombinant DNA reagent	AAV5-EF1a-DIO-mCherry	UNC Vector Core	N/A	N/A
Recombinant DNA reagent	AAV5-EF1a- DIO-hM4D(Gi)-mCherry	UNC Vector Core	N/A	N/A
Recombinant DNA reagent	AAV5-DIO-GCaMP6s	Addgene	Cat#510882	N/A
Recombinant DNA reagent	HSV-lsl-tdTomato	Lo and Anderson, 2011	N/A	N/A
Recombinant DNA reagent	AAV5-Introvert-GFPL10a	Nectow et al., 2017	N/A	N/A
Sequence-based reagent	PrimeTime Standard qPCR Assay for NTS	idtDNA	Mm.PT.58.10351472	N/A
Sequence-based reagent	PrimeTime Standard qPCR Assay for ActB	idtDNA	Mm.PT.47.5885043.g	N/A
Sequence-based reagent	Probe for NTS (C1)	ACDBio	Cat# 420448	N/A
Sequence-based reagent	Probe for cFos (C2)	ACDBio	Cat#506921-C2	N/A
Sequence-based reagent	Probe for Glp1r (C3)	ACDBio	Cat#418851-C3	N/A
Sequence-based reagent	Probe for Sst (C3)	ACDBio	Cat#404631-C3	N/A
Sequence-based reagent	Probe for Mc3r (C3)	ACDBio	Cat#412541-C3	N/A
Sequence-based reagent	Probe for Cartpt (C3)	ACDBio	Cat#432001-C3	N/A
Sequence-based reagent	Probe for vGAT (C2)	ACDBio	Cat#319191-C2	N/A
Sequence-based reagent	Probe for vGLUT2 (C3)	ACDBio	Cat#319171-C3	N/A
Peptide, recombinant protein	NBL10 recombinant peptide	Chromotek	Cat# GT-250	100 ng/mL
Commercial assay or kit	RNAeasy Mini kit	Qiagen	Cat#74104	N/A
Commercial assay or kit	RNAscope Fluorescent Multiplex Reagent Kit V2	ACDbio	Cat#323100	N/A
Chemical compound, drug	Clozapine-N-oxide(CNO)	Tocris Biosciences	Cat#4936; CAS: 34233-69-7	1 mg/kg
Software, algorithm	Tophat	Basespace	https://basespace.illumina.com/apps/	N/A
Software, algorithm	Cufflinks	Basespace	https://basespace.illumina.com/apps/	N/A
Software, algorithm	SYNAPSE	Tucker-Davis Technologies	https://tdt.com	N/A
Software, algorithm	MATLAB	Mathworks	https://mathworks.com	N/A
Software, algorithm	ImageJ	NIH	https://imagej.nih.gov/ij/	N/A
Software, algorithm	GraphPad Prism 5.0	GraphPad	https://www.graphpad.com/scientific-software/prism/	N/A
Software, algorithm	Ethovision 9.0	Noldus	https://noldus.com	N/A

### Animals and breeding

C57BL/6J (Stock# 000664), *Nts*-Cre (Leinninger et al., 2011; Stock# 017525), *Sst*-Cre (Stock# 028864), *Cartpt*-Cre (Stock# 028533), and *Glp1r*-cre (Stock# 029283) mice were obtained from Jackson Laboratories and housed according to the guidelines of the Rockefeller’s University Animal Facility under protocol 17105 and protocol 18039. Male and female mice between 8 and 20 weeks of age were used throughout this study and all animal experiments were approved by the Rockefeller University IACUC, according to NIH guidelines. Male and female mice were used for *Nts*-cre, *Sst*-cre, *Cartpt*-cre, and *Glp1r*-cre experiments. In experiments that used Cre+ and Cre– mice, littermates were used. No differences were determined based on sex and the number of males and females was counterbalanced during experiments. Mice were kept on a 12 hr/12 hr light/dark cycle (lights on at 7:00 a.m.) and had access to food and water ad libitum, except when noted otherwise. Mice were housed together (4–5 mice/cage) for most experiments, except feeding experiments (one mouse/cage). All feeding experiments used standard rodent chow pellets.

### Stereotaxic injections

All AAVs used in this study were purchased from UNC Vector Core or Addgene, except where noted. AAV5-DIO-hM3Dq-mCherry or AAV5-DIO-Chr2-mCherry was used for activation studies. AAV5-DIO-hM4Di-mCherry was used for inhibition studies. Control AAV5-DIO-mCherry virus was used for comparison and terminal projection mapping. AAV5-DIO-GCaMP6s was used for fiber photometry studies. AAV5-Introvert-GFPL10a was a gift from Alexander Nectow. H129ΔTK-TdTomato virus was a gift from David Anderson and was used as described previously (Lo and Anderson, 2011) Mice were anesthetized with isoflurane, placed in a stereotaxic frame (Kopf Instruments, Tujunga, CA) and bilaterally injected in the lateral septum using the following coordinates relative to bregma: AP: +0.58; ML: 0.0, DV: −3.00 (Paxinos and Franklin, 2019). A total of 400 nL of virus at high titer concentrations (at least 10^11^) were injected per site at a rate of 100 nL/min. For pharmacological experiments, cannulae were implanted in the LS at the same coordinates as above. For fiber photometry experiments, optic fiber implants (Doric, Quebec, Candada) were inserted at the same coordinates as above. For optogenetics experiments, optic fiber implants (Thor Labs, Newton, NJ) were implanted bilaterally over the LH at the following coordinates relative to bregma: AP: −1.80 mm; ML: + 1.50 mm, DV: −5.25 mm at a 10° angle (Paxinos and Franklin, 2019). Implants were inserted slowly and secured to the mouse skull using two layers of Metabond (Parkell Inc, Edgewood, NY). Mice were singly housed and monitored in the first weeks following optic fiber implantation. For all surgeries, mice were monitored for 72 hr to ensure full recovery. After 2 weeks, mice were used for experiments. Following behavioral procedures, mice were euthanized to confirm viral expression and fiber placement using immunohistochemistry.

### Restraint stress

Except where noted for fiber photometry studies, restraint stress consisted of 1 hr of immobilization in a decapicone (Braintree Scientific, Braintree, MA) in a separate room adjacent to the housing room. Mice were returned to their home cage following restraint for further food intake measurements or until euthanasia. For in vivo fiber photometry, restraint stress was given manually by the investigator during recordings.

### Fiber photometry

Mice were acclimated to patch cables for 5 min for 3 d before experiments. Analysis of the signal was done using the fiber photometry system and processor (RZ5P) from TDT (Tucker-Davis Technologies, Alachua, FL), which includes the Synapse software (TDT). The bulk fluorescent signals from each channel were normalized to compare across animals and experimental sessions. The 405 channel was used as the control channel. GCaMP6s signals that are recorded at this wavelength are not calcium-dependent; thus, changes in signal can be attributed to autofluorescence, bleaching, and fiber bending. Accordingly, any fluctuations that occurred in the 405 control channels were removed from the 465 channel before analysis. Change in fluorescence (ΔF) was calculated as (465 nm signal − fitted 405 nm signal), adjusted so that a ΔF/F was calculated by dividing each point in ΔF by the 405-nm curve at that time. Z-scores were calculated as $\frac{signal-signalmedian}{medianabsolutedeviation}$ to account for variability across animals. Behavioral variables were timestamped in the signaling traces via the real-time processor as TTL signals from Noldus (Ethovision) software (Wageningen, the Netherlands). This allowed for precise determinations of the temporal profile of signals in relation to specific behaviors. Behaviors were tested as follows. First, we tested the response to food. Mice were fasted overnight and then placed into a clean home cage with food pellets introduced 5 min later. Food approach and consumption were scored. We then tested restraint by manually restraining mice for 5 min. Tail suspension was conducted by suspending mice by their tails for 5 min. To examine the role of predator escape, mice were placed into an open field that contained a designated safe zone consisting of a homemade acrylic nest. After 5 min, a remote-controlled spider (Lattburg) was introduced into the open field and began to pursue the mouse at random intervals. After 10–15 min, the nest was removed. We scored times when the mouse fled from the spider as well as the removal of the nest. Locomotion was scored during the first 5 min in the open field arena. All behaviors were manually scored by a second investigator who did not conduct the photometry experiment.

### Chemogenetic and pharmacological feeding experiments

For acute feeding, mice were singly housed and injected with either saline or clozapine-N-oxide (CNO; Sigma) at 1 mg/kg intraperitoneally (i.p.), exendin-4 (Tocris, 1 mg/mL), or y-msh (Tocris, 150 nM) directly into the lateral septum before the dark phase and the cumulative food intake and body weight was measured at selected time periods. For chronic feeding, mice were single or double injected (every 12 hr) with CNO or saline before the dark phase and food intake and body weight were measured. For experiments that require fasting, mice were singly housed and food was removed before the dark phase (16–23 hr of fasting in total). The cumulative food intake at each time point was calculated for analysis.

### Elevated plus maze

Mice were placed at the center of a cross-shaped, elevated maze in which two arms are closed with dark walls and two arms are open and allowed to explore for 10 min. Mice were injected with CNO (1 mg/kg) 1 hr before testing. Afterward, the mice were returned to their home cage and the maze floor was cleaned in between subjects. All subjects were monitored using a camera and behavior (time spent in open and closed arms, distance, and velocity) were analyzed using Ethovison 9.0 (Noldus).

### Open field/open field with novelty

Mice freely explored an open field arena (28 × 28 cm^2^), divided into center and border regions, for 5 min. The time spent (in seconds) in the center area, were taken as measures of anxiety. To increase the anxiolytic nature of the task, a novel object was placed into the center of the arena (open field with novelty). Mice were injected with CNO (1 mg/kg) 1 hr before testing. Afterward, the mice were returned to their home cage and the maze floor was cleaned in between subjects. All subjects were monitored using a camera and behaviors (time spent in center and border, distance and velocity) were analyzed using Ethovison 9.0 (Noldus).

### Optogenetics feeding experiment

Mice were previously habituated to patch cables for 3 d before experiments. Implanted optic fibers were attached to a patch cable using ceramic sleeves (Thorlabs) and connected to 473 nm laser (OEM Lasers/OptoEngine, Midvale, UT). Laser output was verified at the start of each experiment. A blue light was generated by a 473 nm laser diode (OEM Lasers/OptoEngine) at 5–10 mW of power. Light pulse (10 ms) and frequency (10 Hz) was controlled using a waveform generator (Keysight) to activate Nts+ terminals in lateral hypothalamus. Animals were sacrificed to confirm viral expression and fiber placement using immunohistochemistry. Each feeding session lasted for 80 min and was divided into one trial of 20 min to allow the animal to acclimate to the cage and three trials of 20 min each (1 hr feeding session). During each feeding session, light was turned off during the first 20 min, on for 20 min and off again for the remaining 20 min. Consumed food was recorded manually before and after each session. To facilitate measurement, three whole pellets were added to cups and food crumbs were not recorded. Feeding bouts were recorded using a camera and the Ethovision 9.0 software (Noldus).

### PhosphoTrap (activity-based transcriptomics)

PhosphoTrap profiling experiments were performed according to Knight et al., 2012. Briefly, mice were separated into groups of 4–6 mice per group, restraint stressed for 1 hr and sacrificed following the stress. Naive mice were kept in their home cage until euthanasia. After euthanasia, brains were removed, and septal area were dissected on ice and pooled (4–6 brain samples per experiment replicate). Tissue was homogenized and clarified by centrifugation. Ribosomes were immunoprecipitated using 4 μg of polyclonal antibodies against pS6 (Invitrogen, #44–923G) previously conjugated to Protein A-coated magnetic beads (Thermofisher). A small amount of tissue RNA was saved before the immunoprecipitation (Input) and both input and immunoprecipitated RNA (IP) were then purified using RNAeasy Mini kit (QIAGEN, Germantown, MD) and RNA quality was checked using a RNA PicoChip on a bioanalyzer. RIN values >7 were used. Experiments were performed in triplicates for each group. cDNA was amplified using SMARTer Ultralow Input RNA for Illumina Sequencing Kit and sequenced on an Illumina HiSeq2500 platform. All neurons identified using PhosphoTRAP were validated using qPCR, in situ hybridization, and functional testing.

### Viral-trap (V-Trap)

Affinity purification of EGFP-tagged polysomes was done 3 or 4 weeks after virus injections (Nectow et al., 2017). Briefly, mice were separated into three biological replicate groups of 4–6 mice per group and euthanized. Brains were removed, and the lateral septum was dissected on ice and pooled. Tissue was homogenized in buffer containing 10 mM HEPES-KOH (pH 7.4), 150 mM KCl, 5 mM MgCl_2_, 0.5 mM DTT, 100 μg/mL cycloheximide, RNasin (Promega, Madison, WI) and SUPERase-In (Life Technologies, Waltham, MA) RNase inhibitors, and complete-EDTA-free protease inhibitors (Roche) and then cleared by two-step centrifugation to isolate polysome-containing cytoplasmic supernatant. Polysomes were immunoprecipitated using monoclonal anti-EGFP antibodies (clones 19C8 and 19F7; see Heiman et al., 2008) bound to biotinylated-Protein L (Pierce; Thermo Fisher Scientific)-coated streptavidin-conjugated magnetic beads (Life Technologies). A small amount of tissue RNA was saved before the immunoprecipitation (Input) and both input and immunoprecipitated RNA (IP) were then purified using RNAeasy Mini kit (QIAGEN). RNA quality was checked using an RNA PicoChip on a bioanalyzer. RIN values > 7 were used. Experiments were performed in triplicates for each group. cDNA was amplified using SMARTer Ultralow Input RNA for Illumina Sequencing Kit and sequenced on an Illumina HiSeq2500 platform.

### RNA sequencing and qPCR analysis

RNA sequencing raw data was uploaded and analyzed using BaseSpace apps (TopHat and Cufflinks; Illumina) using alignment to annotated mRNAs in the mouse genome (UCSC, *Mus musculus* assembly mm10). The average immunoprecipitated (IP) and input values of each enriched and depleted genes with a q-value lower than 0.05 were plotted using GraphPad Prism (GraphPad, San Diego, CA). To validate the RNA Sequencing data, qPCR using predesigned Taqman probes (idtDNA, Coralville, IA) were used and cDNA was prepared using the QuantiTect Reverse Transcription Kit (Life Technologies). The abundance of these genes in IP and Input RNA was quantified using Taqman Gene Expression Master Mix (Applied Biosystems, Bedford, MA). Transcript abundance was normalized to beta-actin. Fold of Change were calculated using the ∆∆Ct method.

### Immunohistochemistry, quantifications, and imaging

Mice were perfused, and brains were postfixed for 24 hr in 10% formalin. Brain slices were taken using a vibratome (Leica, Buffalo Grove, IL), blocked for 1 hr with 0.3% Triton X-100, 3% bovine serum albumin (BSA), and 2% normal goat serum (NGS) and incubated in primary antibodies for 24 hr at 4°C. Then, free-floating slices were washed three times for 10 min in 0.1% Triton X-100 in PBS (PBS-T), incubated for 1 hr at room temperature with secondary antibodies, washed in PBS-T and mounted in Vectamount with DAPI (Southern Biotech, Birmingham, AL). Antibodies used here were: anti-c-fos (1:500; Cell Signaling, Danvers, MA), anti-mCherry (1:1000; Abcam, Cambridge, MA) goat-anti-rabbit (Alexa 488 or Alexa 594, 1:1000; Molecular Probes), goat anti-chicken Alexa488 or Alexa594 (1:1000; Molecular Probes). Images were taken using Axiovert 200 microscope (Zeiss, White Plains, NY) or LSM780 confocal (Zeiss) and images were processed using ImageJ software (NIH, Schneider et al., 2012). C-fos counts were conducted for three or more sections/animal and averaged for each animal for statistical analysis.

### Fluorescent in situ hybridization

For the examination of gene expression and Fos experiments, tissue samples underwent single molecule fluorescent in situ hybridization (smFISH). Isoflurane anesthetized mice were decapitated, brains harvested and flash frozen in aluminum foil on dry ice. Brains were stored at −80°C. Prior to sectioning, brains were equilibrated to −16°C in a cryostat for 30 min. Brains were cryostat sectioned coronally at 20 μm and thaw-mounted onto Superfrost Plus slides (25 × 75 mm^2^, Fisherbrand). Slides were air-dried for 60–90 min prior to storage at −80°C. smFISH for all genes examined—*Fos*, *Nts*, *Sst*, *Glp1r*, *Cartpt*, *Mc3r*—was performed using RNAscope Fluorescent Multiplex Kit (Advanced Cell Diagnostics, Newark, CA) according to the manufacturer’s instructions. Slides were counterstained for the nuclear marker DAPI using ProLong Diamond Antifade mounting medium with DAPI (Thermo Fisher). Sections were imaged using an LSM780 confocal (Zeiss) and processed using ImageJ software. Counts were conducted for two or more sections/animal and averaged for each animal for statistical analysis.

### Statistical analysis

All results are presented as mean ± SEM and were analyzed with Graphpad Prism software or Matlab. No statistical methods were used to predetermine sample sizes, but our sample sizes are similar to those reported in previous studies. Normality tests and F tests for equality of variance were performed before choosing the statistical test. Unless otherwise indicated, for the feeding experiments, we used a Two-way ANOVA with Bonferroni correction to analyze statistical differences. p<0.05 was considered significant (*p<0.05, **p<0.01, ***p<0.001, ****p<0.0001). Image quantifications were analyzed using Unpaired Student's t-test. Fiber photometry data were analyzed using Paired Student's t-test. Animals in the same litter were randomly assigned to different treatment groups and blinded to investigators in the various experiments. Injection sites and viral expression were confirmed for all animals. Mice showing incorrect injection sites or optic fiber placement were excluded from the data analysis.

## Data Availability

We have deposited sequencing data in a NCBI repository (GSE154749 and GSE154758) and the supplementary files show a summary of enriched and depleted genes. The following datasets were generated: AzevedoEPSternSAFriedmanJM2020Actvity-dependent profiling of lateral septum neurons following restraint stressNCBI Gene Expression OmnibusGSE154749 AzevedoEPSternSAFriedmanJM2020Molecular profiling of lateral septum neurotensin neurons using viralTRAPNCBI Gene Expression OmnibusGSE154758

## Additional files

Supplementary file 1. c-Fos expression in the mouse brain after restraint stress. Expression is noted as − (no expression), + (low expression), ++ (moderate expression) and +++ (high expression).

Supplementary file 2. Phospho-TRAP differential gene expression data. Data is sorted by fold-change (log2) in restraint stress (RS) samples compared to Naïve (N) samples along with the corresponding q-values.

Supplementary file 3. Viral-TRAP differential gene expression data. Significantly enriched (TRUE) genes are shown and are sorted by fold-change (log2).

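Genes of the protein-making and energy machinery rose in IP. Of 82 cytosolic ribosomal protein genes tested, 81 were higher and none was lower. Of 86 nuclear genes of oxidative phosphorylation, 79 were higher and none was lower, with the same counts when adjusted over the list alone. Atg7, a gene of autophagy, had one of the largest changes, from 700.1 ± 49 normalized counts in Input to 8142 ± 1429 in IP (SD, n = 3 pools each), and Lbhd2 went from 588 ± 20.6 to 7646 ± 1783. At the other end, Alas2, the heme synthesis enzyme of red blood cell precursors, went from 102 ± 4.46 to 0.784 ± 1.36.

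The ribosomal protein genes had a median log2 fold change of 1.73 (adjusted p = 2.4e-29 from limma's camera, adjusted p = 0.321 with an estimated correlation), and 78 of them were more than 2-fold enriched. The oxidative phosphorylation genes had a median of 1.68 (adjusted p = 6.2e-27 from limma's camera, adjusted p = 0.321 with an estimated correlation), and 68 were more than 2-fold enriched. Rpl3 had a log2 fold change of 1.32 (standard error 0.10) and Rpl22l1 one of 2.49 (standard error 0.15). Rpl26, which has near-identical copies in the genome that may share its reads, had 2.72 (standard error 0.35). Ndufa4, of the respiratory chain, had a log2 fold change of 2.43 (standard error 0.11), and Usmg5, of ATP synthase, one of 2.48 (standard error 0.13). Atp5b, a catalytic subunit of ATP synthase, moved less, with a log2 fold change of 0.41 (standard error 0.08), which was -0.07 under scaling to library size. Of 17 genes that host small nucleolar RNAs in their introns, 10 were higher, 1 was lower and 6 did not pass, with the same counts when adjusted over the list alone (median 1.25, adjusted p = 0.0205 from limma's camera, adjusted p = 0.321 with an estimated correlation). Snhg4 had a log2 fold change of 3.20 (standard error 0.16) and Snhg10 one of 2.98 (standard error 0.26), and the member that fell was Snhg11 with -2.25 (standard error 0.12). A list of mitochondrially encoded genes could not be tested, since none of its names was found in the files.

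By log2 fold change, the genes with the largest enrichment outside those named by the paper included A930001A20Rik with 3.87 (standard error 0.53), Lbhd2 with 3.67 (standard error 0.14), Atg7 with 3.52 (standard error 0.12), Wfdc18 with 3.21 (standard error 0.25) and C130074G19Rik with 3.14 (standard error 0.19). Atg7 lies on chromosome 6 from 114643097 to 114860614 in mm10, Lbhd2 on chromosome 12 from 111406809 to 111412090 and Alas2 on chromosome X from 150547375 to 150570638. Rab26os, with a log2 fold change of 3.58 (standard error 0.57), is antisense to another gene and Hist1h4c, with 3.26 (standard error 0.61), is one of several near-identical histone genes, so both are uncertain. The pseudogene Rplp2-ps1 and the zinc finger family gene Gm14288 were listed at 0 in the 3 Input libraries. Rplp2-ps1 had 132, 103 and 70.5 normalized counts in IP libraries 1 to 3 and Gm14288 had 80.4, 87.5 and 67.0, and reads of their near-identical relatives may count toward them. Among the genes with the largest depletion, Alas2 had a log2 fold change of -6.10 (standard error 0.66), and Vav1, a signalling protein of blood cells, one of -5.27 (standard error 0.87). These genes also included the metabolic genes Phka1 with -5.30 (standard error 0.68) and Pdk4 with -5.08 (standard error 0.74), the matrix gene Vcan with -4.87 (standard error 0.78), Apobec3 with -4.72 (standard error 0.86) and the receptor gene Erbb3 with -4.71 (standard error 0.74). When a library or a pool was left out, Vav1 had -6.50 to -4.66, Phka1 -6.02 to -4.39 and Pdk4 -5.87 to -4.06. Apobec3 then had -5.79 to -4.14 and Erbb3 -5.32 to -3.66, and each kept its call. Fyb, an adaptor protein of immune cells, and Sox7, a transcription factor of vascular cells, were listed at 0 in the 3 IP libraries, against 29.0, 52.6 and 39.5 normalized counts of Fyb and 43.5, 25.8 and 34.3 of Sox7 in Input libraries 1 to 3. Each gene named here as enriched or depleted passed an adjusted p under 0.05 from limma.

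The change also went with transcript length, taken as that of the longest annotated transcript of each gene. Across 14706 tested genes with an annotated length, log2 fold change and length had a Spearman correlation of -0.45, where genes are not independent replicates. The median log2 fold change was 1.49 for 85 genes of up to 500 nt, 1.23 for 759 genes up to 1000 nt, 0.63 for 2949 genes up to 2000 nt, -0.03 for 5936 genes up to 4000 nt, -0.50 for 4159 genes up to 8000 nt and -0.53 for 818 longer ones. With a trend on length, fitted on the other genes, taken off, the median of the ribosomal protein and oxidative phosphorylation genes together was 0.57, against 1.71 before. With a length offset the medians were 0.54 for the ribosomal protein genes, 0.39 for the oxidative phosphorylation genes and 0.09 for the genes hosting small nucleolar RNAs, which no longer passed as a set.

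**Figure D4:**
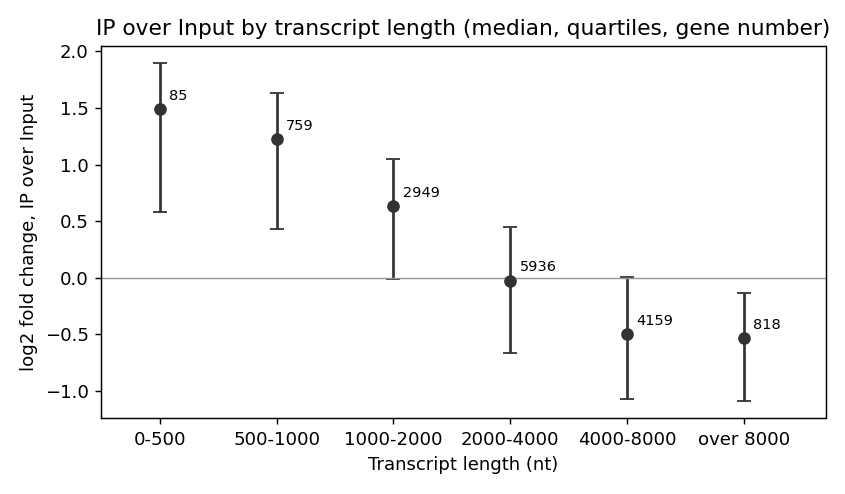
Median log2 fold change of IP over Input (points) with quartiles (bars) for tested genes in 6 classes of annotated transcript length in nt, with the number of genes beside each point. The medians go from 1.49 in the shortest class to -0.53 in the longest.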

Transparent reporting form

# Supplementary material for: A limbic circuit selectively links active escape to food suppression
**Source:** eLife. 2020 Sep 7;9:e58894. doi: 10.7554/eLife.58894
**Supplement:** Supplementary file 1. — Expression is noted as − (no expression), + (low expression), ++ (moderate expression) and +++ (high expression).

**Table 1. c-Fos expression in the mouse brain after restraint stress.**

| **Brain Region** | **c-Fos expression** |
| --- | --- |
| Central Amygdala (CeA) | + |
| Basolateral Amygdala (BLA) | ++ |
| Insular Cortex (IC) | ++ |
| Claustrum (CLA) | +++ |
| Lateral Hypothalamic Area (LHA) | +++ |
| Lateral Habenula (Lhb) | ++ |
| Paraventricular nucleus of the Thalamus (PVT) | ++ |
| Lateral Septum (LS) | +++ |
| Medial Preoptic Nucleus (MPO) | +++ |
| Periqueductal Gray (PAG) | ++ |
| Bed Nucleus of the stria terminalis (BNST) | +++ |

**Score:** - (no expression), + (low expression), ++ (moderate expression), +++ (high expression)

How the deposited data were processed for this re-analysis (not part of the article)

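RNA of the lateral septum of Nts-Cre mice was measured by viral-TRAP in 3 pools of mice, each giving 1 Input library and 1 IP library. For each library the authors deposited 1 signal value per gene, a read count divided by DESeq2's factors and not logged. The submitters' processing notes name STAR, DESeq2 and mm10, with no versions given. The paper's methods name TopHat and Cufflinks on BaseSpace with mm10 annotation for its own enrichment table, which is another output than these values. The program that counted reads, the gene annotation, any strand setting and any filter on reads are not given in the sources used here. Each file held 24972 entries, 26 of which carry a date where a gene symbol should stand. These 26 hold 0.188% to 0.32% of a library's total and were left out, so that 24946 named genes remained. No entry for Gfp and none for a mitochondrially encoded gene was found under the names searched.

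The deposited values are not whole numbers, and the value of 1 read varied between genes within a library, so tests on counts were not possible and the deposited scaling between libraries was kept. A value of 1 was added, the logarithm to base 2 was taken, and IP was compared with Input in limma 3.58.1 (R 4.3.3) with moderated variances that follow the mean level and Benjamini-Hochberg adjustment. The prior degrees of freedom were 8.55. The 14859 genes with a value of at least 10 in at least 3 of the 6 libraries were tested, and a gene was called enriched or depleted at an adjusted p under 0.05 and a change of more than 2-fold, which are the paper's thresholds. The test plan had named a count model and, for values already divided by size factors, this limma test in its place. Standard errors are those of limma for the log2 fold change, and values per group are means with SD over 3 pools. Depth limits genes of low value most: a change from or to a value near 1 is understated on this scale.

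Each pool was split into Input and IP, so the replicate number pairs the libraries according to the methods. Deviations from the group means correlated at 0.11, 0.095 and 0.099 across genes for libraries of the same number, and at -0.083 to -0.013 for libraries of different numbers. The paper's methods name no pairing term and the fit was made without one, with the number as a block as an alternative. Leaving out each library and each pool, 4 other scalings, 3 other filters, 2 other pseudocounts and an offset for transcript length were the further alternatives.

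Gene lists, the rule for the genes to be named, the fits and all alternatives except limma's treat were set before the data were examined, though the part of Supplementary file 3 at hand had been read. The rule takes each gene the paper names for this experiment, the 10 enriched and 10 depleted genes with the largest change and no overlap between groups at a mean of at least 1 CPM, and from each list the 2 members with the highest level, the 2 with the largest change and any that went against the median. Some genes that the rule takes are not reported here. Of 23 lists, 22 could be tested with camera in limma at a preset correlation of 0.01 between genes, and 12 passed. None passed with an estimated correlation, where camera also rests on the few residual degrees of freedom of the 6 libraries. That result therefore does not show that correlation between genes accounts for a list. Coordinates and transcript lengths come from GENCODE M21 on mm10, which held 24464 of the 24970 names in the files as written, and 58 more were found through RefSeq synonyms. The length of a gene is that of its longest transcript in the basic annotation, which need not be the form made in this tissue.

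The code was tested on simulated data for IP against Input, with 50 genes for each size of change among 15017 tested. At an adjusted p under 0.05, it found 100% of genes with a simulated log2 change of 1, 100% at 2, 90% at -1 and 100% at -2, and 11 of its 206 calls (5.34%) were genes that had not been changed. Both simulated groups were drawn from the Input means, with the spread of the Input replicates and no difference in scaling. In the data, IP replicates were less alike than Input replicates and 4671 genes were higher and 4787 lower. The simulated shares therefore check the code and do not give its error rate on these data. Figures were drawn with matplotlib 3.10.9 and tables were read with jsonlite 2.0.0.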

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

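The tests of the scaling and of the neuronal share were chosen only after the result was seen, whereas those of transcript length and of other splits of the libraries were planned. The results here are signals above the Input libraries in genes and gene groups that the paper does not discuss.

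Ribosomal protein genes and nuclear genes of oxidative phosphorylation stood higher in IP, with median log2 fold changes of 1.73 and 1.68. Under the scaling that lowered them most, the lower of both medians was still 1.15. A scaling moves all genes by nearly the same amount. The median of all tested genes went from -0.06 to -0.59 under scaling on the pan-neuronal genes. The value of 1.15 therefore shows only that the shifts tried were smaller than the rise. Another scaling together with the length trend was not tested. Transcript length stays open: with a trend on length taken off, the joint median went from 1.71 to 0.57 (bootstrap 95% interval across genes 0.487 to 0.635, 10000 resamples) and 88.6% of members stayed above 0, and the bound of 0.5 set for this test lies inside the interval, a demand added after the value was known. A larger neuronal share of the IP RNA stays open too, because the excess over the pan-neuronal genes was 1.18 before and 0.18 after the length trend was taken off. No biological explanation was tested, since the libraries differ in no condition besides IP and Input.

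Genes that host small nucleolar RNAs had a median of 1.25, which was 0.090 and no longer passed with the length offset. The lateral septum genes had a median of 1.57. The pan-neuronal genes had one of 0.53, which was 0.043 and no longer passed under scaling to library size. The median of all tested genes also fell there, to -0.54. With an estimated correlation between genes, none of these lists passed in limma's camera (adjusted p = 0.321 for the host genes and for the lateral septum genes and adjusted p = 0.517 for the pan-neuronal genes), nor did the ribosomal protein and oxidative phosphorylation genes (adjusted p = 0.321 for each). Among neuropeptide precursors, the log2 fold change was 2.96 for Nms, 2.69 for Pnoc, 2.47 for Cort and 1.82 for Spx, and the call of Spx was lost under scaling on the pan-neuronal genes (1.35) and with the length offset (1.09). Leaving out libraries or pools gave Spx 1.52 to 2.03, and 3 of these 9 fits lost its call. Among receptors it was 1.89 for Crhr2, 1.60 for Galr1, 1.27 for Avpr1a and 1.03 for Hcrtr1. The adjusted p of Hcrtr1 from limma was 0.0683 under scaling to library size and 0.0857 under scaling on the pan-neuronal genes. Under the same scalings Avpr1a fell short of 2-fold, at 0.80 and 0.75.

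Beside the 1876 enriched and 2556 depleted genes, the splits of the 6 libraries into 3 and 3 number 10, which is too few for a share under 0.05. The highest other split called 1 gene higher, and it parts all 3 pairs of libraries as the real one does. With the real split included, the number of splits with a count as large was 1 for the enriched and 1 for the depleted genes.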

How the results depend on the processing

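Of the tests here, limma's treat was chosen only after the result was seen, and DESeq2, limma-voom and edgeR's glmTreat were not run because they need counts, so that the other scalings and filters were run with limma on the deposited values. Of 3165 comparisons of a result with an alternative, 2999 were labelled as kept. For a gene this means the same direction and the same side of the threshold on adjusted p. The fold limit was not part of this label. Avpr1a, for example, was labelled as kept under scaling to library size, where its log2 fold change of 0.80 fell short of that limit. The labels therefore do not show whether a gene stayed enriched or depleted by both thresholds. A list was judged by the direction and side of camera's test, so its median could change sign and still count as kept. A count of genes was judged by its size alone. Other filters leave a gene's log2 fold change as it was and can change only its test. Direction and side of the adjusted p threshold held for 97 of 125 named genes under every alternative run for them, with the fold limit left aside. Many of the named genes were chosen for large changes that passed in these same values, so this share is not independent evidence of stability. Counts depended on the scaling. Library size gave 672 enriched and 4613 depleted genes (2579 higher and 7945 lower without the fold limit), scaling on the pan-neuronal genes 613 and 4848 (2286 and 8099), the length offset 758 enriched, and treat 743 and 790. Leaving out libraries or pools gave 1610 to 2076 enriched and 2208 to 2740 depleted. With the replicate number as a block, pairing the libraries, counts were 1882 and 2608. With the block, Ttr, Vtn, the striatal list (median -0.50) and the ependymal list (-1.57) passed, and it changed no other call of a named gene or a list. With an estimated correlation and no block, the adjusted p from limma's camera was 0.594 for each of these 2 lists. Among all genes, 1868 of the 1876 enriched and 2542 of the 2556 depleted were also called with the block. Block and length offset together left 761 enriched.

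With an estimated correlation between genes, which changes only the test, none of the 12 lists passed: medians 0.89 GABAergic, -1.26 glutamatergic, 0.53 pan-neuronal, 1.57 lateral septum, -2.43 astrocyte, -2.48 oligodendrocyte, -2.90 precursor, -2.40 microglia, -2.13 endothelial, 1.73 ribosomal protein, 1.68 oxidative phosphorylation and 1.25 snoRNA host genes. Under library size the glutamatergic (-1.74), pan-neuronal (0.043) and endothelial lists (-2.58) no longer passed and the GABA-A list did (-0.76). Camera compares a list with the other tested genes, and the median of all tested genes fell there too, to -0.54. A lower list median therefore does not explain a changed call. Scaling on the pan-neuronal genes puts that list at 0.00029 by construction, ended the endothelial call (-2.62) and passed the GABA-A list (-0.80), as did the upper quartile (-0.39). A value of 10 in each library, which drops low genes, ended the endothelial (-0.80) and pan-neuronal calls (0.53). The length offset, with or without the block, passed the striatal (-0.73) and ependymal lists (-2.38), ended the snoRNA host call (0.090) and turned the neuropeptide (-0.98), ionotropic glutamate (0.27) and GLP-1 signalling medians (0.11), and without the block the GABA-A median (0.021). Without single libraries or pools the striatal median was -0.67 to -0.31, the ependymal -1.94 to -0.61 and the pan-neuronal 0.50 to 0.58, and calls changed in 3, 2 and 1 of 9 fits.

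Genes that turned included Atp5b (-0.069 library size, -0.11 pan-neuronal scaling, -0.086 length), Clic6 (-0.36 and -0.40 under these scalings), Meis2 (-0.43, -0.47, and -0.057 upper quartile), Arc (-0.037 pan-neuronal scaling), and with length Egr1 (0.072), Gas5 (-0.28), Gria1 (0.30), Gria2 (0.29) and Penk (-0.066). Leaving out libraries or pools gave Clic6 -0.16 to 0.47 and Ttr -4.24 to 0.31. Except where stated, the cause was not tested. Depth limits the low genes, of which Spx is an example.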

Differences from the paper's values

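The log2 ratio of IP to Input in the paper's Supplementary file 3, of whose 9189 entries only those down to 0.99 were at hand, was set beside the log2 fold change for 45 named genes, and 6 differed by more than the spread between pools. The median of the value here minus the paper's was -0.04. For Rab26os the paper gives 4.55 and the value here is 3.58. For Nms the paper gives 3.42 and the value here is 2.96, and of the alternatives set before the data were examined the one without IP replicate 1 closes the gap (3.15). For Wfdc18 the paper gives 2.97 and the value here is 3.21, and the gap closes with pseudocount 5 (3.07), without Input replicate 3 (3.10) and without IP replicate 1 (3.04). For Zic1 the paper gives 2 and the value here is 2.24, for Dgkg the paper gives 2 and the value here is 1.94, and for Junb the paper gives 1.11 and the value here is 0.99. No alternative closes the gap for Rab26os, Zic1, Dgkg or Junb, and the other alternatives do not close it for Nms and Wfdc18. The count of genes more than 2-fold enriched at q under 0.05 was 1931 in the paper's table and 1876 here.

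In the plot of Figure 3C, Mc3r and Glp1r were read as standing above Sst and Cartpt by qPCR of IP over Input, which is another assay. The paper's text states no ranking and gives no qPCR values for these genes. In the deposited values Mc3r also ranks above Sst and Cartpt, but Sst (2.46) and Cartpt (2.00) rank above Glp1r (1.59), as they do in the paper's own table. With the transcript length offset, an alternative set before the data were examined, the order is that read from the figure, at 2.89 for Mc3r, 2.00 for Glp1r, 1.11 for Sst and 1.08 for Cartpt. Whether transcript length accounts for the difference was not tested.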

Other observations

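The test of a single ratio for carried-over RNA was chosen only after the result was seen. Among receptors for monoamines, some were higher and others lower in IP than in Input. Htr5b, a serotonin receptor gene, had a log2 fold change of 2.83 (standard error 0.45), and the adrenergic receptor genes Adra2a and Adra2b had 1.92 (standard error 0.14) and 1.59 (standard error 0.42), while Htr2a, another serotonin receptor gene, had -3.78 (standard error 0.82). Without pool 1, Adra2b had 1.02 with an adjusted p of 0.0503 from limma, and Htr2a, which IP replicate 1 lists at 0, had -2.45. Htr5b had 2.11 to 3.38 when a library or a pool was left out. Of 24 monoamine receptor genes tested, 6 were higher and 8 were lower (median -0.54, adjusted p = 0.345 from limma's camera, adjusted p = 0.594 with an estimated correlation), with a median of -1.01 under scaling to library size and -0.15 with a value of 10 required in each library. Of 13 genes of GABA-A receptors, 1 was higher and 6 were lower (median -0.28, adjusted p = 0.0678, adjusted p = 0.321 with an estimated correlation, both from limma's camera). The list passed under scaling to library size (-0.76), to the upper quartile (-0.39) and on the pan-neuronal genes (-0.80), and its median was 0.021 with the length offset. The median of all tested genes also fell under these 3 scalings, to -0.54, -0.17 and -0.59. Gabrd had -0.91 (standard error 0.15) and Gabrq -1.45 (standard error 0.40), which was -0.90 without IP replicate 1. Of 15 ionotropic glutamate receptor genes, 3 were higher and 6 were lower (median -0.17, adjusted p = 0.259, adjusted p = 0.594 with an estimated correlation, both from limma's camera), with a median of -0.66 under scaling to library size and 0.27 with the length offset. Grin2d, an NMDA receptor subunit gene, had 1.03 (standard error 0.13), whereas Grin2c had -2.88 (standard error 0.34) and Grik4, of the kainate receptors, -1.43 (standard error 0.21).

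Of 16 immediate early genes, which neurons switch on with activity, 5 were higher and 2 were lower (median 0.10, adjusted p = 0.514, adjusted p = 0.802 with an estimated correlation, both from limma's camera), and the median was -0.08 to 0.21 when a library or a pool was left out, -0.37 under scaling to library size, -0.41 under scaling on the pan-neuronal genes and -0.005 under scaling to the upper quartile. Fos and Junb had log2 fold changes of 0.98 (standard error 0.13) and 0.99 (standard error 0.10). Of 18 genes that act downstream of the GLP-1 receptor, 3 were higher and 7 were lower (median -0.23, adjusted p = 0.331, adjusted p = 0.517 with an estimated correlation, both from limma's camera), with a median of -0.35 to -0.11 when a library or a pool was left out, -0.71 under scaling to library size and 0.11 with the length offset. Gnas, which encodes the stimulatory G protein, had 1.21 (standard error 0.10) and Prkar1a, a subunit of protein kinase A, 0.55 (standard error 0.08), a call that was lost under scaling to library size (0.064) or on the pan-neuronal genes (0.021), while Rapgef4, a sensor of cyclic AMP, had -2.26 (standard error 0.16). For these 5 lists the counts were the same when adjusted over the list alone.

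Slc32a1 and Slc17a6, which the paper compares in Nts cells by in situ hybridization, went in opposite directions. Slc32a1 had 567 ± 108 normalized counts in Input and 1054 ± 104 in IP (SD, n = 3 pools each), a log2 fold change of 0.90 (standard error 0.14, adjusted p = 1.2e-04 from limma). Slc17a6 had 506 ± 257 and 264 ± 18, a log2 fold change of -0.82 (standard error 0.26, adjusted p = 0.0159 from limma), and its call was lost with the length offset (adjusted p of 0.0943 from limma) and in 3 of 9 fits that left out a library or a pool (up to 0.0759), with -0.44 without Input replicate 3. The difference between both genes' log2 fold changes was 1.30, 1.12 and 2.77 in the 3 pools, a mean of 1.73 with an SD of 0.90 (exact sign-flip permutation test, two-sided p = 0.25, the smallest p that 3 pairs allow).

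Genes of 4 kinds of glia were depleted, with list medians that span 0.50 (permutation p = 0.478 for the span, 100000 permutations of list labels over 46 genes). A candidate explanation is RNA of other cells carried through the immunoprecipitation at one ratio, a hypothesis found and tested on the same values. The tables argue against one ratio as the whole account of these genes: they ran from -4.04 to 0.59 with an SD of 0.75 against a median standard error of 0.20, and with a trend on transcript length taken off and the highest member left out the SD was 0.49 (bootstrap 95% interval across genes 0.383 to 0.582, 10000 resamples), above the bound of 0.298, which is 1.5 times that standard error. They also argue against the length trend, since the joint median was -2.50 before and -2.83 after it was taken off. Ratios that differ between genes stay open, and no biological explanation was tested, because the libraries differ in no condition besides IP and Input.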
